# Transcriptomic analysis of cyanobacterial alkane overproduction reveals stress-related genes and inhibitors of lipid droplet formation

**DOI:** 10.1099/mgen.0.000432

**Published:** 2020-09-17

**Authors:** Daisy B. Arias, Kevin A. Gomez Pinto, Kerry K. Cooper, Michael L. Summers

**Keywords:** alkane, lipid droplets, microviridin

## Abstract

The cyanobacterium *Nostoc punctiforme* can form lipid droplets (LDs), internal inclusions containing triacylglycerols, carotenoids and alkanes. LDs are enriched for a 17 carbon-long alkane in *N. punctiforme *, and it has been shown that the overexpression of the *aar* and *ado* genes results in increased LD and alkane production. To identify transcriptional adaptations associated with increased alkane production, we performed comparative transcriptomic analysis of an alkane overproduction strain. RNA-seq data identified a large number of highly upregulated genes in the overproduction strain, including genes potentially involved in rRNA processing, mycosporine-glycine production and synthesis of non-ribosomal peptides, including nostopeptolide A. Other genes encoding helical carotenoid proteins, stress-induced proteins and those for microviridin synthesis were also upregulated. Construction of *N. punctiforme* strains with several upregulated genes or operons on multi-copy plasmids resulted in reduced alkane accumulation, indicating possible negative regulators of alkane production. A strain containing four genes for microviridin biosynthesis completely lost the ability to synthesize LDs. This strain exhibited wild-type growth and lag phase recovery under standard conditions, and slightly faster growth under high light. The transcriptional changes associated with increased alkane production identified in this work will provide the basis for future experiments designed to use cyanobacteria as a production platform for biofuel or high-value hydrophobic products.

## Data Summary

The quantitative transcriptomic (RNA-seq) data including the raw sequencing reads, individual sample gene expression levels, and normalized abundance gene expression levels have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database under the accession numbers: GSE140625, GSM4175947, GSM4175948, GSM4175949, GSM4175950, GSM4175951 and GSM4175952. The authors confirm that all supporting data and protocols have been provided within the article or in a supplementary data file.

**Impact Statement**

*
Nostoc punctiforme* is a filamentous nitrogen-fixing cyanobacterum that forms internal lipid droplets containing diacylglycerols, carotenoids and 17 carbon-long alkanes. All cyanobacteria can produce small amounts of alkanes, well below the production levels found in oleaginous algae, but their physiological function remains elusive. To better understand cellular adaptations associated with overproduction of alkanes that could lead to use of cyanobacteria as a feedstock for biodiesel or for production of hydrophobic biomolecules, we determined the transcriptomic changes associated with alkane overproduction. We found many highly upregulated genes in the overproduction strain involved with cellular stress and the production of unique secondary metabolites. When we reintroduced upregulated genes and operons, several were found to reduce alkane overproduction, and one operon resulted in complete loss of lipid droplet formation. These results indicate potential negative regulators of alkane production and lipid droplet formation. The results of this study are useful in understanding the cellular response to alkane overproduction, which is not only important for the development of cyanobacteria as a feedstock for biofuels, but also as production platforms for high-value hydrophobic biomolecules.

## Introduction

The use of fossil fuels is an unsustainable method of energy production with negative long-term environmental impacts, necessitating progress on alternative fuels that are compatible with existing technologies. Production of biofuels by photosynthetic organisms is one such alternative with great potential to recycle carbon dioxide released by burning fossil fuels back into energy-rich compounds. Bacterial- or algal-generated lipids can be hydrolyzed to fatty acids and glycerol and then converted to biodiesel by methylating the fatty acids to form fatty acid methyl esters. Lipid production is induced in algae by nitrogen starvation, which triggers the accumulation of photosynthate into triacylglyerols concentrated in lipid droplets (LDs). Cyanobacteria such as *Nostoc punctiforme* are one type of bacteria that can produce LDs, but more research is needed to increase their level of production. LDs in cyanobacteria increase during stationary phase, and unlike algae, do not require nitrogen starvation for their production [1]. Cyanobacterial LDs such as those found in *N. punctiforme* are unique in that they also contain ~17 % alkanes, relative to total extracted fatty acids, of a length typically found in jet or diesel fuel mixed with triacylglyerols [1], giving added value to the use of cyanobacteria for biofuel production.

C15-C19 alka(e)ne production is common among cyanobacteria [2, 3], and synthesis occurs via one of two different pathways [4]. The first pathway uses a multi-domain containing polyketide synthesase enzyme (Ole) catalyzing 2-carbon elongation of fatty acyl-acyl carrier protein (acyl-ACP) and subsequent decarboxylation to produce odd carbon alka(e)ns one carbon longer than the C16 and C18 carbon-long fatty acids typically present in cyanobacteria [5]. The second alka(e)ne-producing pathway starts from the same acyl-ACP precursor, but uses the sequential action of two enzymes that first activate and then remove a formyl group to produce odd length alka(e)nes one carbon shorter than the fatty acid substrate [6, 7]. All cyanobacteria with a sequenced genome possess one of these pathways for alkane production, indicating a conserved physiological importance [3].

Recent studies have been conducted to determine the role of alkanes in cyanobacteria. Both *Synechocystis* sp. PCC 6803 and *Synechococcus* sp. PCC 7002 mutants deficient in alkane production exhibited reduced growth, as well as enlarged cell size and increased division defects, likely caused by reduced membrane flexibility and curvature [8]. Berla *et al*. [9] showed that a *Synechocystis* 6803 alkane mutant grew poorly at low temperatures and had enhanced cyclic electron flow, especially at low temperatures. Thus it appears that alkanes may be essential for proper membrane fluidity, and aid in regulation of the ATP : NADPH energy/reductant balance required for cyanobacterial adaptation to daily environmental changes.

In *N. punctiforme,* Npun_R1711 and Npun_R1710 encode acyl-ACP reductase (Aar), and aldehyde deformylating oxygenase (Ado), respectively, which act sequentially to produce only 17 carbon-long alkanes [10]. Orthologues of these enzymes from other cyanobacteria, especially when expressed in an *Escherichia coli* host*,* produce alkanes and alkenes in a variety of lengths [6], indicating the possibility of tailoring alka(e)ne production to fit economic needs. When *aar* and *ado* were present on a multi-copy plasmid along with the putative lipase Npun_F5141, *N. punctiforme* displayed a 16-fold increase in C17 alkane production, which also stimulated increased LD formation [10]. Alkanes were found to be highly enriched in LDs, and not in pelleted membranes and cell debris, leading to the hypothesis that increased LDs were formed as a way to sequester excess alkanes, and keep them from interfering with the normal functioning of photosynthetic and cell membranes [1].

To better understand the physiological response to increased hydrophobic compound production in cyanobacteria, we initiated a transcriptomic study to identify changes associated with increased alkane production. Although alkanes are relatively low-value products in our current economy, the transcriptional response, especially of upregulated genes related to stress responses, may be of benefit to future researchers wishing to optimize the production of higher-value hydrophobic compounds in the future. Just as was found for alkanes [10], overproduced high-value compounds or metabolites produced in *N. punctiforme* will likely partition into LDs, enabling separation from other cell components by floatation following cell lysis. In addition, it may be possible to combine the data presented here with advances in alkane production using metabolic engineering [11–17], or to enable shorter-chain alkane production in cyanobacteria for direct production of biofuels that can be secreted into the media to make production more economically viable [18]. Overall, these results will aid studies to further utilize cyanobacteria as a production platform for alkanes and other hydrophobic compounds in the future.

## Methods

### Bacterial growth conditions

*N. punctiforme* PCC 73102 (ATCC 29133) liquid cultures were grown in 125 ml Erlenmeyer flasks containing 50 ml of Allen and Arnon media (AA) diluted fourfold (AA/4) [19] supplemented with 5 mM 3-(*N*-morpholino)propanesulfonic acid (MOPS), 2.5 mM NH_4_Cl, 2.5 mM KNO_3_ and 2.5 mM NaNO_3_ (collectively known as MAN). Plate AA media were not diluted and contained MAN and 1 % Noble agar. Cultures harbouring pSCR119-based plasmids were supplemented with neomycin at a final concentration of 10 µg ml^−1^. Flasks were incubated under a white fluorescent light (12–15 μmol photons m^2^ sec^−1^ between 400–700 nm) at 25 °C and shaken at 120 r.p.m. Plates were statically grown at the same illumination and temperature in a CO_2_-enriched (5000 p.p.m.) growth chamber. Altered parameters were temperature (15 °C) for cold growth experiments, and illumination (110 μmol photons m^2^ s^−1^) for high-light experiments. *E. coli *, DH5-α MCR, was grown in Luria–Bertani (LB) broth and agar plates at 37 °C using 30 µg ml^−1^ kanamycin for plasmid selection.

### Plasmid and strain construction

The two-gene Npun_F1710/11 expression (2 g) plasmid was made by PCR-amplifying adjacent genes Npun_R1711 and Npun_R1710 and the upstream intergenic region, and subsequent cloning into pSCR119, a shuttle plasmid capable of replication in both *E. coli* and *N. punctiforme* as described previously [10]. PCR fragments of various genes or operons found to be upregulated during comparative transcriptomic analysis in the 2 g strain were generated using the appropriate upstream P1 and downstream P2 primers (Table S1) using Herculase II Fusion DNA Polymerase (Aligent) or Phusion High Fidelity Polymerase (Thermo Scientific), and cloned into the KpnI/SacI sites of pSCR119 to create the ‘single-gene’ plasmids. These same fragments were similarly cloned into a previously constructed ‘three-gene’ plasmid consisting of pSCR119 containing Npun_F1710/11 and Npun_F5141 [10] to create a set of ‘four-gene’ plasmids. The pSCR119 plasmid does not contain a promoter to drive transcription of inserted DNA and so upstream intergenic regions were included in all gene inserts to allow transcription from native promoters. All inserted genes in four-gene plasmids were cloned in the same transcriptional orientation, and downstream from the existing three-genes. All plasmids were verified by Sanger sequencing and transformed into *N. punctiforme* by electroporation [20].

### RNA preparation, RNA-seq library preparation and sequencing

Triplicate cultures of log-phase wild-type plasmid-only control (WTC) and 2 g strains were harvested by a 2 min centrifugation at 6000 ***g***. The pellet was suspended in 700 µl of media prior to flash freezing and storage at −80 °C. RNA was harvested as described previously [21]. The samples were then further purified using a RNeasy Mini Kit (Qiagen) with on-column DNase treatment. Samples were aliquoted and stored at −80 °C until used. Five micrograms of each sample was cleaned and concentrated further using an RNA Clean and Concentrator-5 kit (Zymo). rRNA depletion was then performed using Terminator 5′-Phosphate-Dependent Exonuclease (Epicentre) following the manufacturer’s protocol using buffer A.

Strand-specific RNA libraries were prepared and barcoded using the NEBNext Ultra Directional RNA Library Prep kit for Illumina and NEBNext Multiplex Oligos for Illumina (New England Biolabs) per the manufacturer’s instructions. Library quality and size distribution was determined using an Experion 1K DNA analysis kit (Bio-Rad), and then each cDNA library was quantified using a Qubit Fluorometer and dsDNA High Sensitivity reagents (Invitrogen) according to the manufacturer’s instructions. Each library was quantified via qPCR prior to pooling using the Library Quantification kit for Illumina platforms (KAPA), and then each library was normalized to 10 nM and pooled for sequencing. The multiplexed pooled libraries containing all six samples were then sequenced as single-end 100 bp reads on an Illumina HiSeq 2500 system at the UC Irvine Genomics High-Throughput Facility.

### Transcriptomic data analysis

Initially all the reads from each sample were trimmed for Illumina adapters and low-quality sections (<Q20) or N bases using Trimmomatic (v0.39) [22], and then the reads were quality-filtered (>Q30 across >90 % of read) with Galaxy Filter FASTQ (v1.0.0) [23] to eliminate all low-quality reads prior to analysis. Next, each sample’s reads were aligned to the *N. punctiforme* complete genome sequence (GenBank accession numbers: CP001037.1, CP001038.1, CP001039.1, CP001040.1, CP001041.1 and CP001042.1) using Tophat (v2.0.13) [24], and then individual sample gene expression levels were quantified based on fragments per kilobase of transcript per million mapped reads (FPKM) using Cufflinks (v2.2.1) [25]. Finally, all the individual sample gene expression levels from Cufflinks were merged together using Cuffmerge (v1.0.0), and the WTC transcriptome was compared to the LD/alkane overproducer (2 g) transcriptome using Cuffdiff (v2.2.1) [26]. Those genes with statistically significant differences (*q*-value <0.05 or *P*-value <0.004) between the WTC and 2 g strains were determined. The quantitative transcriptomic (RNA-seq) data. including the raw sequencing reads, individual sample gene expression levels and normalized abundance gene expression levels, have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database under the accession numbers: GSE140625, GSM4175947, GSM4175948, GSM4175949, GSM4175950, GSM4175951 and GSM4175952.

### RT-qPCR analysis

RNA was independently extracted from cells grown under the same growth condition as described previously for transcriptomic (RNA-seq) analysis. First-strand cDNAs were synthesized using SuperScript II Reverse Transcriptase (Invitrogen) with gene-specific P2 primers (Table S1). qPCR was performed following multiplex reverse transcription using FastStart Universal SYBR Green Master with ROX (Roche) using five fivefold serial dilutions of each cDNA sample to determine PCR efficiency and favourable dilution factor. The manufacturer’s protocol was modified for 20 µl reactions. Four technical replicates per duplicate or triplicate biological replicates were subjected to qPCR. The gene-specific primer sets used for qPCR are listed in Table S1 (available in the online version of this article).

### Lipid extraction and analysis

For alkane and fatty acid analysis from whole cells and LDs, triplicate samples of exponential and stationary cultures were subjected to lipid extraction, saponification and methyl esterification to produce fatty acid methyl esters (FAMEs) as described previously [10]. LDs were harvested as described previously [1]. Due to the unavailability of 12 % BCl_3_ in methanol from the suppliers used to prepare methyl esters for the above samples, LD samples were converted to FAMEs using the protocol of Ichihara and Fukubayashi [27].

Analysis of all FAMEs was performed using a SHIMADZU/QP2010S gas chromatography mass spectrometer (GC-MS). The GC was equipped with a SHRX1-5MS column (30 m × 0.25 mm I.D., 0.25 µm film thickness). The oven temperature was held at 180 °C for 1 min and increased to 300 °C at 12 °C min^−1^, with the final temperature of 300 °C then maintained for 2 min. Helium was used as the carrier gas and 1 µl of sample was injected in split mode (1 : 75). MS detector voltage was set at 0.25 kV, and the samples were identified using NIST11 and NIST11s libraries. FAME standards (RESTEK cat #35066) were used to confirm identifications.

### LD staining and analysis

Screening strains for altered LD phenotypes was accomplished by fluorescence microscopy using the non-toxic fluorescent nonpolar dye BODIPY 505/515 (Molecular Probes cat #D3921). One microlitre of a working stock solution (235 µg ml^−1^ in DMSO) was added to 20 µl of a cell culture and incubated for 5 min in the dark before the observation of LDs as a wet mount on a Zeiss Axiolab epifluorescence microscope equipped with a blue (475±20 nm) excitation filter and a green (535±23 nm) emission filter.

## Results and discussion

### Comparative transcriptomics and verification of results

Comparative transcriptomic analysis of the samples identified 421 genes that were significantly regulated between the wild-type plasmid-only control strain and the alkane overexpressing ‘2 g strain’ bearing pSCR119 containing Npun_R1710 and Npun_R1711. 

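RNA from 3 cultures of the plasmid-only control strain (WTC) and 3 cultures of the 2 g strain was depleted of rRNA with an exonuclease, made into strand-specific libraries and sequenced in 1 pool as single-end reads. The authors aligned the reads with Tophat and deposited, for each library, the FPKM that Cufflinks gave to annotated genes and to loci it assembled from the reads, with limits at a confidence of 95%. Positions are on the assembly ASM2002v1. Assembled loci carry no gene name and can cover several genes, so a gene can be listed by name in 1 library and be hidden in an assembled locus in another. The libraries list between 4087 and 5518 genes by locus tag. Of 5825 locus tags named in any library, 2865 (49.2%) are named in all 6. The number of mapped reads behind each FPKM is not listed, but FPKM, gene length and the limits imply it. The total that FPKM was divided by came to 5027822, 6199181 and 5267422 in WTC replicates 1, 2 and 3 and 6206295, 4633318 and 6918555 in 2 g replicates 1, 2 and 3. The percentage of these totals that lay on named genes was 1.59, 4.41 and 4.42 in WTC replicates 1, 2 and 3 and 2.12, 2.94 and 3.56 in 2 g replicates 1, 2 and 3. The median implied reads per tested gene were 3.00, 16.5 and 16.0 in WTC replicates 1, 2 and 3 and 8.99, 10.0 and 12.9 in 2 g replicates 1, 2 and 3, so a gene of typical level rested on a few reads in WTC replicate 1. Between libraries, FPKM were scaled by the median of their ratios to each gene's geometric mean over the libraries, taken from 775 genes with FPKM of at least 1 in every library, which gave factors of 0.396, 1.72 and 1.87 in WTC replicates 1, 2 and 3 and 0.734, 1.09 and 1.06 in 2 g replicates 1, 2 and 3. The 1923 genes named in all libraries with a mean FPKM of at least 1 were tested with limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. At an adjusted p under 0.05, 41 genes differed between the strains, 39 higher and 2 lower in the 2 g strain, and 325 genes had an unadjusted p under 0.05. In each of the 41 genes, the values of the groups did not overlap. Groups did not overlap in 475 of all tested genes (24.7%), where chance gives 10%. The number changed with the libraries that entered the fit: 0 without 2 g replicate 1 (limma, with 218 genes at an unadjusted p under 0.05), 2 without 2 g replicate 2, 5 without 2 g replicate 3, 4 without WTC replicate 3, 21 without WTC replicate 2 and 53 without WTC replicate 1. With FPKM left as deposited, 2 genes passed, and with libraries weighted by their quality 99 passed. The alternative that moved the number most was limma-voom on the implied reads, chosen after seeing the data, with 127 genes.

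**Figure D1:**
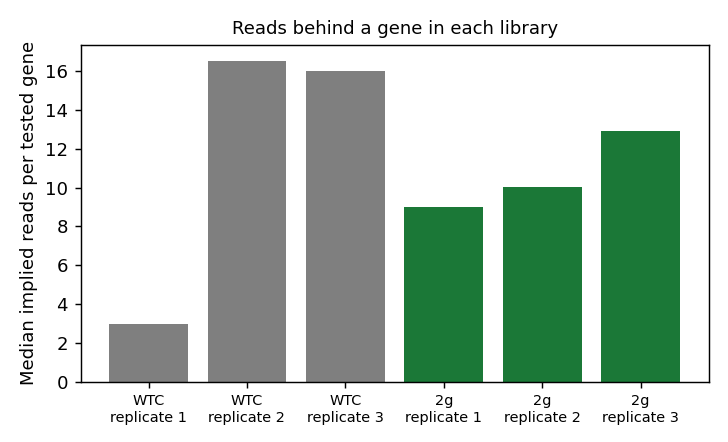
Median number of implied reads per tested gene (vertical axis) in each of the 3 WTC libraries (gray bars) and the 3 2 g libraries (green bars). The bar of WTC replicate 1, at 3.00 reads, is the lowest, and the others lie between 8.99 and 16.5.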

The volcano plot in Fig. 1a depicts the expression levels of all genes present in the *N. punctiforme* PCC 73102 genome, including significantly altered gene expression (red circles) between the two groups. FPKM values for each replicate were similar and normally distributed, as required for analysis by the Tuxedo suite (Fig. 1b). 

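In the files of the single libraries, before any scaling between them, the median log10 FPKM of named genes with FPKM above 0 was 0.139, 0.550 and 0.625 in WTC replicates 1, 2 and 3 and 0.371, 0.542 and 0.464 in 2 g replicates 1, 2 and 3. The median of WTC replicate 1 lay below that of every other library, and its lower quartile, -0.252, lay below those of the other libraries as well. Among the tested genes, 341, 100 and 67 in WTC replicates 1, 2 and 3 and 120, 75 and 75 in 2 g replicates 1, 2 and 3 were listed at 0. After median-ratio scaling, the median FPKM of the tested genes was 2.25, 2.55 and 2.66 in WTC replicates 1, 2 and 3 and 3.24, 3.29 and 2.87 in 2 g replicates 1, 2 and 3. Across the tested genes, Spearman's rho between libraries was 0.758 to 0.778 within the 2 g strain, 0.631 to 0.758 within WTC and 0.574 to 0.717 between the strains. These correlations are across genes, which are not independent replicates.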

Using a 2-fold or greater cutoff of significantly expressed genes, we identified 177 upregulated and 121 downregulated genes that responded to overproduction of alkanes. 

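Of the genes that passed the adjusted p of 0.05 in limma, 39 were at least 2-fold higher and 2 at least 2-fold lower in the 2 g strain. The lower ones are Npun_F3991, listed at 0 in each 2 g library, and Npun_DR038. Genes at least 2-fold higher numbered 21 without WTC replicate 2, 3 without WTC replicate 3, 0 without 2 g replicate 1, 2 without 2 g replicate 2 and 5 without 2 g replicate 3. At least 2-fold lower were 9 without WTC replicate 1, 1 without WTC replicate 3, and 0 without WTC replicate 2 or without any of the 2 g libraries, in limma, where 256 genes had an unadjusted p under 0.05 without WTC replicate 2 and 218, 222 and 306 without 2 g replicates 1, 2 and 3. Npun_R6614, 1 of the 5 genes with the largest rises and annotated as a hypothetical protein, lies on the chromosome from 8211959 to 8212552. Its scaled FPKM was 30.5 ± 4.35 (SD, n = 3) in WTC and 296 ± 109 (SD, n = 3) in the 2 g strain, a log2 fold change of 3.19 (standard error 0.331, adjusted p = 0.0140 from limma with Benjamini-Hochberg adjustment), and its call was lost without WTC replicate 3 (adjusted p = 0.0675), 2 g replicate 1 (0.0591) or 2 g replicate 2 (0.0567). The paper's lists of genes at least 2-fold higher and lower (Tables S2 and S3) were drawn from these same libraries, so the following counts are not independent evidence. Of the 177 genes listed as higher, 96 could be tested by name, and all of these were higher, with a median log2 fold change of 1.72. Adjusted over all genes 32 of them passed in limma, and adjusted over the list alone 94 did. Of the 121 genes listed as lower, 52 could be tested, and all of these were lower, with a median log2 fold change of -0.89; 1 passed when adjusted over all genes and 30 when adjusted over the list alone. The other listed genes are not listed by name in every library. When genes took the FPKM of the assembled locus that covers at least 80% of them, an alternative chosen after seeing the data, 161 of 162 genes listed as higher and 101 of 104 listed as lower had the listed direction. Outside both lists, 8 genes passed, 7 of them higher.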

Their expression is visualized as a heat map (Fig. 1c) and a complete list can be found in Tables S2 and S3. Table 1 contains genes mentioned in the text. 

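Npun_R1710 and Npun_R1711, carried on the plasmid of the 2 g strain, lie on the chromosome from 2096254 to 2097273 and from 2097410 to 2098108, and the files annotate both as hypothetical proteins. Both are listed by name only in WTC replicate 1, with FPKM of 7.43 and 13.6. A single assembled locus covers both genes in WTC replicate 2, with an FPKM of 30.2, and in 2 g replicates 1, 2 and 3, with 999, 807 and 1276. No value could be assigned in WTC replicate 3. Each 2 g library thus lay above both control libraries with a value. With the assembled values filled in, the log2 fold change was 5.80 (standard error 0.395) for Npun_R1710 and 5.39 (standard error 0.476) for Npun_R1711, with limma and Benjamini-Hochberg adjusted p of 0.0170 and 0.0305. This way of filling in was chosen after seeing the data, and as the genes share 1 value in 4 libraries, their fold changes are not separate measurements. It is the only setting that gives a test for them, since taking missing values as 0 would set the 2 g libraries to 0. In the authors' deposited table, which compares the strains over merged loci, FPKM rose from 236 to 3555 for Npun_R1710, 15.1-fold, and from 716 to 16831 for Npun_R1711, 23.5-fold. As log2 fold changes these are 3.91 and 4.55, below the filled-in 5.80 and 5.39.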

As an internal control, it was found that Npun_R1710 and Npun_R1711, were upregulated 15- and 23-fold, respectively. This level of induction is in general agreement with the previously found copy number of ~14 copies per chromosome for this plasmid [20].

**Fig. 1.**
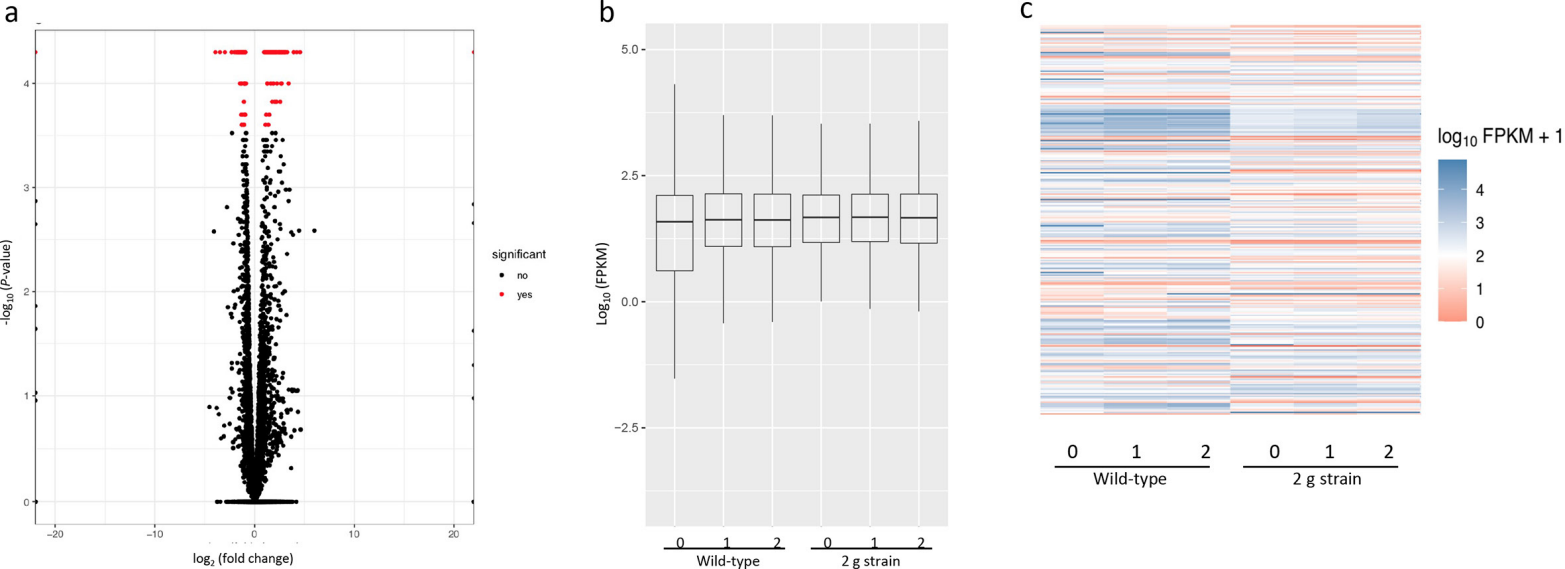
Transcriptomic analysis of alkane overproduction in *N. punctiforme *. (a) Volcano plot showing all significantly regulated genes in the 2 g alkane overproduction strain. (b) Boxplot representation of normalized reads (fragments per kilobase of transcript per million mapped reads; FPKM) for each replicate. Box indicates upper and lower quartile, the bar indicates the median, and the whiskers indicate the highest and lowest values excluding outliers, indicated by circles. (c) Heat map representation of gene expression with twofold differences for each replicate. All figures were generated using the CummeRbund package (v2.30.0) for R.

**Table 1.** Differentially regulated genes mentioned in the text. Adjacent genes are indicated by highlighted text. See Tables S2 and S3 for a complete list of significant differentially regulated genes with a ≥twofold change in expression

Upregulated genes in the 2 g strain			
**Gene**	**Function**	**Fold change**	***P*-value**	***q*-value**
Npun_BF041	AraC family transcriptional regulator	**8.08**	5.00E−05	0.00134573
Npun_F0469	CsbD family stress response protein	**15.00**	5.00E-05	0.00134573
Npun_F1277	Putative signal transduction histidine kinase with PAS/PAC domains	**3.39**	0.00015	0.00346156
Npun_F1545	Protein of unknown function	**2.34**	0.001	0.0156562
Npun_F2181	NosA; nostopepolide A synthesizing amino acid adenylation/condensation NRPS	**5.26**	5.00E−05	0.00134573
Npun_F2183	NosC; nostopepolide A synthesizing amino acid adenylation/condensation NRPS	**7.97**	5.00E−05	0.00134573
Npun_F2184	NosD; nostopepolide A synthesizing amino acid adenylation/condensation NRPS	**5.08**	5.00E−05	0.00134573
Npun_F2189	Putative peptide macrocyclase/ligase, Mvd	**10.56**	0.0001	0.00242941
Npun_F2191	Putative glycolipid lipase	**6.54**	5.00E−05	0.00134573
Npun_F2192	Protein of unknown function	**6.30**	0.0001	0.00242941
Npun_F2818	ABC1 kinase (ABC1K1)	**2.24**	5.00E−05	0.00134573
Npun_F2819	Protein of unknown function	**2.65**	0.004	0.0423216
Npun_F3786	Protein of unknown function	**2.53**	5.00E−05	0.00134573
Npun_F3787	BON domain-containing protein (membrane attachment)	**4.42**	5.00E−05	0.00134573
Npun_F3789	Protein of unknown function	**8.11**	5.00E−05	0.00134573
Npun_F4818	Putative transporter	**4.11**	5.00E−05	0.00134573
Npun_F4819	General stress response domain-containing protein	**18.62**	5.00E−05	0.00134573
Npun_F5451	YcnF-like stress response PRC barrel domain-containing protein	**9.48**	5.00E−05	0.00134573
Npun_F5452	YcnF-like stress response PRC barrel domain-containing protein	**6.65**	5.00E−05	0.00134573
Npun_F5453	Protein of unknown function	**3.65**	5.00E−05	0.00134573
Npun_F5913	Orange carotenoid family protein	**5.91**	0.0007	0.011825
Npun_F6242	Orange carotenoid family protein	**8.39**	5.00E−05	0.00134573
Npun_R0959	CsbD family stress response protein	**5.65**	5.00E−05	0.00134573
Npun_R0971	Hemerythrin domain-containing protein	**5.80**	5.00E−05	0.00134573
Npun_R1332	Protein of unknown function	**63.53**	0.0026	0.0311091
Npun_R3254	CsbD family stress response protein	**2.60**	5.00E−05	0.00134573
Npun_R3425	PKS/NRPS – beta-ketoacyl synthase	**3.31**	5.00E−05	0.00134573
Npun_R3426	PKSNRPS – beta-ketoacyl synthase	**4.12**	5.00E−05	0.00134573
Npun_R3429	PKS/NRPS – condensation domain-containing protein	**2.13**	0.0011	0.0168906
Npun_R3430	PKS/NRPS – beta-ketoacyl synthase	**4.36**	5.00E−05	0.00134573
Npun_R3431	PKS/NRPS – amino acid adenylation domain-containing protein	**3.23**	5.00E−05	0.00134573
Npun_R3432	PKS/NRPS – beta-ketoacyl synthase	**3.89**	5.00E−05	0.00134573
Npun_R3433	PKS/NRPS – amino acid adenylation domain-containing protein	**9.70**	5.00E−05	0.00134573
Npun_R3434	Methyltransferase domain-containing protein	**12.89**	0.0027	0.0318286
Npun_R3435	PKS/NRPS – condensation domain-containing protein	**8.42**	5.00E−05	0.00134573
Npun_R3436	PKS/NRPS – amino acid adenylation domain-containing protein	**5.47**	5.00E−05	0.00134573
Npun_R3438	PKS/NRPS – condensation domain-containing protein	**4.68**	0.00015	0.00346156
Npun_R3440	acyl-CoA dehydrogenase domain-containing protein	**5.43**	0.0007	0.011825
Npun_R3442	3-hydroxyacyl-CoA dehydrogenase	**5.15**	0.0011	0.0168906
Npun_R3445	PKS/NRPS – betaketoacyl synthase	**5.35**	5.00E−05	0.00134573
Npun_R3446	Class III aminotransferase family protein	**8.20**	0.00375	0.0405359
Npun_R3449	Glycosyl transferase family protein	**5.95**	0.00015	0.00346156
Npun_R3450	PKS/NRPS – amino acid adenylation domain-containing protein	**7.26**	5.00E−05	0.00134573
Npun_R3451	Predicted (di)oxygenase family protein	**3.64**	0.0047	0.0471062
Npun_R3452	PKS/NRPS – AMP-dependent synthetase and ligase	**2.10**	5.00E−05	0.00134573
Npun_R4091	SigB2 RNA polymerase sigma factor	**2.05**	0.0004	0.00771465
Npun_R4582	Manganese-containing catalase	**7.51**	0.0006	0.0104908
Npun_R5130	Orange carotenoid family protein	**4.66**	5.00E−05	0.00134573
Npun_R6442	Hypothetical protein	**6.10**	0.0025	0.0303676
Npun_F5066	Predicted non-haem iron protein	**7.00**	0.00035	0.00694031
Npun_R5598	MysC; mycosporine-glycine ligase	**4.16**	0.0021	0.0271031
Npun_R5599	MysB; SAM-dependent DGG O-methyltransferase	**14.40**	0.00285	0.033044
Npun_R5600	MysA; demethyl 4-deoxygadusol (DDG) synthase	**21.84**	0.0026	0.0311091
	**Downregulated genes in the 2 g strain**			
**Gene**	**Function**	**Fold change**	***P*-value**	***q*-value**
Npun_F0518	SpoVK-like vesicle-fusing AAA+-type ATPase	−**1.99**	5.00E−05	0.00134573
Npun_F0996	SigC – RNA polymerase sigma factor	−**2.57**	5.00E−05	0.00134573
Npun_F1653	Magnesium-protoporphyrin IX monomethyl ester cyclase	−**6.87**	0.00155	0.0215364
Npun_F3794	Phycobilisome linker polypeptide CpeC	−**16.93**	5.00E−05	0.00134573
Npun_F3795	Phycobilisome linker polypeptide CpcG2	−**12.81**	0.0002	0.00437916
Npun_F4466	Nitrogen regulatory protein PII	−**2.28**	5.00E−05	0.00134573
Npun_R0279	Universal stress protein domain-containing protein	−**3.40**	5.00E−05	0.00134573
Npun_R0404	Carotenoid binding domain-containing protein	−**11.11**	5.00E−05	0.00134573
Npun_R1304	PadR-like family transcriptional regulator	−**2.43**	0.00245	0.0298208
Npun_R4883	Low temperature-requirement A-like protein	−**2.00**	0.00125	0.0185978

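Among genes past the adjusted p of 0.05 in limma, 30 rose at least 4-fold and 1, Npun_F3991, passed the same limit as lower, its fitted fold depending on the pseudocount as it is listed at 0 in the 2 g libraries. Of all genes that passed, 95.1% were higher. With the libraries brought to 1 distribution by quantile normalization, 30 were higher and 7 lower (81.1%), and with FPKM left as deposited 1 was higher and 1 lower. The median log2 fold change of all tested genes was 0.16 after median-ratio scaling, -0.09 after quantile normalization and -0.07 without scaling, so a change of single genes is read relative to these shifts. Among the 325 genes with an unadjusted p under 0.05, 241 were higher and 84 lower, against 163 higher and 198 lower after quantile normalization and 79 higher and 30 lower with FPKM as deposited. Only 3 genes rose at least 4-fold without WTC replicate 3, 0 without 2 g replicate 1, 2 without 2 g replicate 2 and 5 without 2 g replicate 3, and 4 fell at least 4-fold without WTC replicate 1. In limma no gene fell at least 4-fold without WTC replicate 2 or without any 1 of the 2 g libraries.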

Most highly regulated genes were found to be upregulated rather than downregulated; only 11 downregulated genes displayed greater than 4-fold change, whereas 85 upregulated genes changed 4-fold or more. Genes encoding proteins of unknown function make up around ~29 % of upregulated genes and ~19 % of downregulated genes. To verify the validity of the comparative transcriptomic data, several up and downregulated genes were tested using RT-qPCR on independently isolated RNA (Table 2). 

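Of the measurements in Table 2, where Npun_F2818 and Npun_F2819 share 1, 4 concern genes that could be tested by name: Npun_R1332, Npun_F2189, Npun_F2191 and the Npun_F2818 to Npun_F2819 pair. Their log2 fold changes from the FPKM were 4.77, 2.90, 1.92 and 1.32. The log2 of the paper's RT-qPCR fold changes for them is 4.42, 2.78, 2.79 and 1.27. All 4 had the same direction and 3 were larger in the FPKM. The latter count depended on the setting: 1 with FPKM as deposited, 1 after quantile normalization, 1 without 2 g replicate 1, 2 with library quality weights or without WTC replicate 1, 0 with a pseudocount of 10 and 4 with 0.1. Across these genes, Pearson's r was 0.939 (exact two-sided permutation p = 0.167) and Spearman's rho 0.800 (exact permutation p = 0.333), for n = 4 genes, which are not independent replicates. With assembled loci filled in, all 10 measurements could be compared. By this alternative, chosen after seeing the data, r was 0.976 (permutation p = 6.0e-05) and rho 0.939 (permutation p = 2.2e-04), with 10 in the same direction and 8 larger than by RT-qPCR. Of the alternatives on these 4 measurements, a pseudocount of 10 moved r most, to 0.822. In the authors' deposited table, 10 of the measurements had the same direction and 8 were larger than by RT-qPCR, with r of 0.991 across genes.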

The RNA-seq transcriptomic data in general exhibited larger changes in gene expression, but overall the trends and relative changes among those tested were confirmed by RT-qPCR on independently isolated samples.

**Table 2.** Validation of RNA-seq by qPCR. Average fold change from the control strain for 11 selected genes showing 2-fold or higher change in the 2 g alkane overproduction strain were confirmed by independent RT-qPCR. ± standard error, *n*=3 unless indicated by bold numbers where *n*=2. Note that the Npun_F2818-Npun_F2819 qPCR primer set spanned the 26 bp intergenic region between these two genes and was therefore used to measure both

Gene	RT-qPCR	RNA-seq
Npun_F1653	−3.43±0.61	−6.87
Npun_F3794	−8.23±0.71	−16.93
Npun_F3795	−9.04±0.80	−12.81
Npun_F4819	7.99±1.02	18.62
Npun_R1332	21.44±3.24	63.53
Npun_F1545	**1.76±0.38**	2.34
Npun_F2189	**6.86±1.37**	10.56
Npun_F2191	**6.91±1.29**	6.54
Npun_F2818	**2.42±0.50**	2.24
Npun_F2819	**2.42±0.50**	2.65
Npun_R0971	**6.59±1.28**	5.80

### Identification of regulated genes

#### Upregulated genes in the alkane overproduction strain

The most highly upregulated gene in this study encoded a protein of unknown function, Npun_R1332, differentially expressed >60-fold in the 2 g strain. It contains a NYN domain (Nedd4-BP1 and YacP Nuclease; Pfam01936), predicted to be involved in processing tRNA and ribosomal RNAs [28]. 

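Npun_R1332 lies on the chromosome from 1620260 to 1621111 and is annotated as a hypothetical protein. Its FPKM was 0.626, 0.486 and 0.897 in WTC replicates 1, 2 and 3 and 30.7, 58.1 and 44.1 in 2 g replicates 1, 2 and 3. After scaling it was 0.780 ± 0.699 (SD, n = 3) in WTC and 45.7 ± 6.67 (SD, n = 3) in the 2 g strain, a log2 fold change of 4.77 (standard error 0.327, adjusted p = 0.00528 from limma with Benjamini-Hochberg adjustment), and each 2 g library lay above each WTC library, for which the smallest exact permutation p with 3 against 3 libraries is 0.1. It had the largest log2 fold change among the genes that rose past the threshold. Leaving out 1 library at a time kept the log2 fold change between 4.57 and 5.07, but the call was lost without 2 g replicate 1 (adjusted p = 0.0591). A pseudocount of 10 moved its log2 fold change most, to 2.36, and the adjusted p ranged from 8.9e-05 to 0.0591 over the alternatives other than the replicate block. The control values rest on few reads: 1.99, 1.99 and 3.00 implied reads in WTC replicates 1, 2 and 3, against 121, 169 and 189 in 2 g replicates 1, 2 and 3, so the size of the fold is uncertain.

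**Figure D2:**
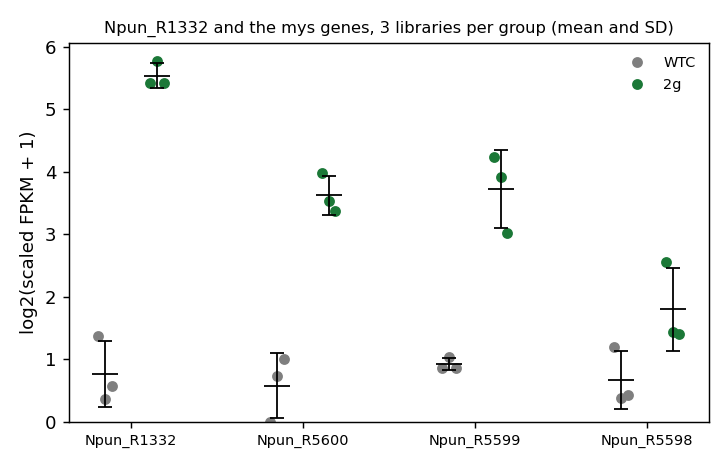
Values of log2(scaled FPKM + 1) (vertical axis) for Npun_R1332, Npun_R5600, Npun_R5599 and Npun_R5598 in each of the 3 WTC libraries (gray points) and 3 2 g libraries (green points), with the mean and SD in black. The 2 g points of Npun_R1332 lie between 5.42 and 5.77, and its WTC points between 0.36 and 1.37.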

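Npun_R1331, annotated as ribonuclease III, lies on the chromosome from 1619433 to 1620119. Its FPKM was 0.845, 0 and 0.806 in WTC replicates 1, 2 and 3 and 3.08, 3.21 and 3.07 in 2 g replicates 1, 2 and 3, a log2 fold change of 1.39 (standard error 0.438, adjusted p = 0.182 from limma with Benjamini-Hochberg adjustment). Each 2 g library lay above each WTC library, but the gene did not pass the threshold and is listed at 0 in WTC replicate 2.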

The gene encoding ribonuclease 3 in *N. punctiforme *, Npun_R1331, is adjacent to Npu_R1332. In *Oscillatoria acuminate*, an orthologue of this gene is fused to ribonuclease 3 that is involved in the processing of primary rRNA transcripts [29], further supporting a role for Npun_R1332 in ribosomal assembly. To the best of our knowledge, it is unknown if alkanes interfere with ribosomal processing or assembly that might be alleviated by such large increases in transcription for this protein. 

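Npun_R2514, annotated as ribonuclease BN, lies on the chromosome from 3137764 to 3138780. Scaled FPKM of this gene was 2.81 ± 0.369 (SD, n = 3) in WTC and 7.03 ± 2.60 (SD, n = 3) in the 2 g strain, a log2 fold change of 1.03 (standard error 0.287, adjusted p = 0.143 from limma with Benjamini-Hochberg adjustment). The 2 g libraries all lay above the WTC libraries, and the gene did not pass the threshold.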

The only other predicted RNA processing protein, Npun_R2514, was only twofold upregulated in the 2 g strain.

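The genes Npun_R5600, Npun_R5599 and Npun_R5598 lie on the chromosome between 6910776 and 6914355. For Npun_R5600, annotated as a 3-dehydroquinate synthase, FPKM was 0, 1.13 and 1.87 in WTC replicates 1, 2 and 3 and 10.8, 11.5 and 9.83 in 2 g replicates 1, 2 and 3, a log2 fold change of 3.05 (standard error 0.331, adjusted p = 0.0140 from limma with Benjamini-Hochberg adjustment). Npun_R5599, an O-methyltransferase, had a scaled FPKM of 0.893 ± 0.131 (SD, n = 3) in WTC and 13.0 ± 5.43 (SD, n = 3) in the 2 g strain, a log2 fold change of 2.80 (standard error 0.345, adjusted p = 0.0151 from limma with Benjamini-Hochberg adjustment). The value of Npun_R5598 was 0.645 ± 0.559 (SD, n = 3) in WTC and 2.74 ± 1.86 (SD, n = 3) in the 2 g strain, a log2 fold change of 1.13 (standard error 0.414, adjusted p = 0.235 from limma with Benjamini-Hochberg adjustment), which did not pass the threshold. In all of these genes each 2 g library lay above each WTC library. The call of Npun_R5600 was lost without WTC replicate 3 (adjusted p = 0.0675), 2 g replicate 1 (0.0591), 2 g replicate 2 (0.0801) or 2 g replicate 3 (0.0530), and that of Npun_R5599 without WTC replicate 2 (adjusted p = 0.0551), WTC replicate 3 (0.111), 2 g replicate 1 (0.0600) or 2 g replicate 2 (0.0875).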

The second most upregulated gene in the 2 g strain, Npun_R5600, is one of three adjacent genes (Npun_R5600-5599-5598; *mysA-mysB-mysC*) upregulated 22-, 14- and 4-fold, respectively, used in the production of mycosporine-glycine. Mycosporines are UV-absorbing secondary metabolites, and mycosporine-glycine has been found to quench singlet oxygen and absorb UV light to protect against photodamage [30]. These small water-soluble cyclic molecules can also function as compatible solutes and nitrogen storage compounds, and for defence against thermal, desiccation and other stress conditions [31]. Npun_R5600 encodes demethyl 4-deoxygadusol (DDG) synthase, a sugar phosphate cyclase forming DDG from sedoheptulose 7-phosphate, and Npun_R5599 encodes a SAM-dependent O-methyltransferase that catalyses the methylation of DDG [32]. Npun_R5598 encodes a ligase that catalyses the condensation of glycine onto DDG to produce mycosporine-glycine [33]. This response likely indicates that mycosporine-glycine ameliorates stress caused by alkane accumulation in cyanobacteria, and its induction is triggered by alkane-induced membrane or photosynthetic signals that overlap with photodamage.

The third most upregulated gene in the 2 g strain, Npun_F4819, is similar to general stress-induced protein B (GsiB) from *Bacillus subtilis* [34] and was induced ~19-fold in the 2 g strain. 

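Npun_F4819 lies on the chromosome from 5972083 to 5972412 and was listed by name in 5 libraries, so it could not enter the main test. FPKM was listed at 0 in WTC replicate 1 and was 32.4 in WTC replicate 2, 9.74 in WTC replicate 3, 75.8 in 2 g replicate 1 and 192 in 2 g replicate 2. An assembled locus covers it in 2 g replicate 3, with an FPKM of 185. With this value filled in, a choice made after seeing the data, each 2 g library lay above each WTC library and the log2 fold change was 4.90 (standard error 1.07), which did not pass the adjusted threshold of 0.05 in limma.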

The exact function of GsiB-like proteins has not yet been determined; however, an increase of this magnitude implies that this protein may be induced to cope with alkane overproduction and alleviate alkane-induced stress. As such, it may be a good target gene to co-express in order to increase alkane yields and/or cyanobacterial vigour in alkane overexpression strains. The upstream gene, Npun_F4818, encoding a protein of unknown function, showed a fourfold increase in the 2 g strain, and has four predicted transmembrane domains with some structural similarity to transporter proteins. 

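Npun_F4818, annotated as a hypothetical protein, lies on the chromosome from 5970929 to 5971561, upstream of Npun_F4819. Scaled, its FPKM was 10.0 ± 6.73 (SD, n = 3) in WTC and 40.7 ± 15.4 (SD, n = 3) in the 2 g strain, a log2 fold change of 2.06 (standard error 0.553, adjusted p = 0.131 from limma with Benjamini-Hochberg adjustment). It was higher in each 2 g library than in each WTC library and did not pass the threshold.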

The association of these two genes is not conserved in other organisms in the STRING interaction database, indicating that they may have non-associated functions [29].

Several proteins belonging to the CsbD family of stress response proteins were upregulated in the 2 g strain. *csbD* gene expression has been shown to be induced as part of the sigma B general stress response in *B. subtilis,* although the protein’s exact role in stress response is unknown [35]. 

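Npun_F0469, annotated as a CsbD family protein, on the chromosome from 571267 to 571449, had a scaled FPKM of 109.8 ± 83.7 (SD, n = 3) in WTC and 1159 ± 505 (SD, n = 3) in the 2 g strain, a log2 fold change of 3.61 (standard error 0.643, adjusted p = 0.0451 from limma with Benjamini-Hochberg adjustment). The call was lost without WTC replicate 1 (adjusted p = 0.0518), WTC replicate 3 (0.171), 2 g replicate 1 (0.165), 2 g replicate 2 (0.196) or 2 g replicate 3 (0.135). Npun_R3254, on the chromosome from 4046473 to 4046655, had a scaled FPKM of 415 ± 102 (SD, n = 3) in WTC and 1154 ± 729 (SD, n = 3) in the 2 g strain, a log2 fold change of 1.33 (standard error 0.462, adjusted p = 0.210 from limma with Benjamini-Hochberg adjustment), and did not pass the threshold. In both genes each 2 g library lay above each WTC library. Npun_R0959, on the chromosome from 1131334 to 1131516, is hidden in an assembled locus in WTC replicate 2. Its FPKM by name was 59.3 and 538 in WTC replicates 1 and 3 and 745, 2075 and 722 in 2 g replicates 1, 2 and 3. With the assembled value filled in, chosen after seeing the data, its log2 fold change was 2.06 (standard error 0.551), short of the threshold.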

CsbD-like proteins Npun_F0469, Npun_R0959 and Npun_R3254 increased 15-, 5.7- and 2.6-fold in the 2 g strain, respectively. 

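Npun_R4091, an RNA polymerase sigma factor on the chromosome from 5137023 to 5138006, had a scaled FPKM of 8.11 ± 2.98 (SD, n = 3) in WTC and 15.9 ± 5.11 (SD, n = 3) in the 2 g strain. This gave a log2 fold change of 0.90 (standard error 0.355, adjusted p = 0.269 from limma with Benjamini-Hochberg adjustment), with each 2 g library above each WTC library. Leaving out 1 library at a time gave log2 fold changes of 0.65 to 1.14, and the gene did not pass the threshold.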

Sig B2 encoded by Npun_R4091 was also upregulated twofold in the 2 g strain and, in line with control by a sigma factor in *Bacillus,* may represent the potential regulator for their transcription. It is interesting to note that all three CsbD family proteins co-occur in genomes of other bacteria along with AvaK-like PRC-barrel domain-containing proteins Npun_F5452 and Npun_F5451 in the STRING database [29]. These AvaK homologues are also upregulated in the 2 g strain and are presented below.

Three upregulated genes encode proteins containing a conserved N-terminal carotenoid-binding domain (NTD) similar to that found in the orange carotenoid-binding protein (OCP). All three, however, lack the C-terminal domain that regulates NTD binding to the phycobilisome that results in quenching of excess excitation energy during high light stress. This NTD-only protein class has been termed ‘Helical Carotenoid Proteins’ (HCPs), and occur commonly in cyanobacteria [36]. Orthologous HCPs have been studied in *Nostoc* sp. strain PCC 7120, and some have defined functions. 

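Npun_F5913 lies on the chromosome from 7308285 to 7308734, and its scaled FPKM was 3.27 ± 1.05 (SD, n = 3) in WTC and 20.7 ± 0.368 (SD, n = 3) in the 2 g strain, a log2 fold change of 2.38 (standard error 0.266, adjusted p = 0.0140 from limma with Benjamini-Hochberg adjustment). Without WTC replicate 3 (adjusted p = 0.0835), 2 g replicate 1 (0.0600), 2 g replicate 2 (0.0815) or 2 g replicate 3 (0.0575) it no longer passed. Npun_R5130, on the chromosome from 6351822 to 6352352, is listed by name only in WTC replicate 1, at an FPKM of 1.89, and in 2 g replicate 2, at 43.8. Assembled loci give 16.8 in WTC replicate 2 and 42.3 in 2 g replicate 3, and the other libraries have no value. With these filled in, a choice made after seeing the data, the log2 fold change was 2.38 (standard error 0.460), which did not pass the threshold.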

Npun_F5913 and Npun_R5130 induced 5.9- and 4.7-fold in the 2 g strain, are orthologues of All3221, and Alr4783 has been found to quench singlet oxygen [37]. The third protein, Npun_F6242, was upregulated 8.4-fold in the 2 g strain and is orthologous to All1123, an HCP with no determined function [37].

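Npun_F6242 lies on the chromosome from 7720067 to 7720558 and is annotated as a hypothetical protein. The scaled FPKM was 4.16 ± 3.15 (SD, n = 3) in WTC and 38.5 ± 8.46 (SD, n = 3) in the 2 g strain, a log2 fold change of 3.09 (standard error 0.453, adjusted p = 0.0275 from limma with Benjamini-Hochberg adjustment). Each 2 g library lay above each WTC library, and the gene lost its call without WTC replicate 3 (adjusted p = 0.116), 2 g replicate 1 (0.132), 2 g replicate 2 (0.127) or 2 g replicate 3 (0.105).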

A large gene cluster encoding a 19-gene hybrid polyketide synthase (PKS) and non-ribosomal peptide synthesis (NRPS) assembly line referred to as the pks4 gene cluster [38] were upregulated 2- to 13-fold in the 2 g strain. These include Npun_R3425-3426, Npun_R3429-3436, Npun_R3438, 3440, 3442, 3445–46, and Npun_R3449-52. Among these are 13 encoded proteins containing a variety of PKSs and non-ribosomal peptide synthesis (NRPS) domains [39]. These are interspersed with genes encoding predicted dehydrogenases, amino-and glycosyl-transferases and a dioxygenase. 

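Between Npun_R3425 and Npun_R3452, on the chromosome from 4263100 to 4330413, 22 genes are listed by name and 21 could be tested. All of these were higher in the 2 g strain, also with FPKM as deposited and after quantile normalization, with log2 fold changes of 0.94 to 2.30 and a median of 1.58. In 20 of them the groups did not overlap, where chance gives 10%, but the cluster was picked by the study for its rise in the same libraries and its genes are correlated, so this is not independent evidence. The genes past the threshold were Npun_R3442, with a log2 fold change of 1.64 (standard error 0.275, adjusted p = 0.0380 from limma with Benjamini-Hochberg adjustment), and Npun_R3450, with a log2 fold change of 1.80 (standard error 0.263, adjusted p = 0.0275 from limma with Benjamini-Hochberg adjustment). With library quality weights 12 of the 21 genes passed, and in limma-voom, chosen after seeing the data, 17. In limma 0 passed with FPKM as deposited (15 at an unadjusted p under 0.05), 0 after quantile normalization (17) and 0 without a filter (20). The call of Npun_R3442 was lost without WTC replicate 1 (adjusted p = 0.0736), WTC replicate 2 (0.111), WTC replicate 3 (0.164), 2 g replicate 1 (0.165), 2 g replicate 2 (0.183) or 2 g replicate 3 (0.0549), and that of Npun_R3450 without WTC replicate 2 (adjusted p = 0.0977), WTC replicate 3 (0.116), 2 g replicate 1 (0.143), 2 g replicate 2 (0.148) or 2 g replicate 3 (0.0530). As a set, the cluster had a Benjamini-Hochberg adjusted p = 0.197 over 9 sets in limma's camera test with the correlation between genes estimated from the data, at 0.637, so the set did not pass. It passed in fry (adjusted p = 0.0282) and in camera with a preset correlation of 0.01 (adjusted p = 4.7e-13), and over all alternatives the adjusted p ranged from 4.7e-13 to 0.353. FPKM in the cluster was low: Npun_R3450 had 0.554 ± 0.0929 (SD, n = 3) in WTC and 4.53 ± 1.41 (SD, n = 3) in the 2 g strain. Npun_R3429, Npun_R3445 and Npun_R3446 are named in no library. Filled in from assembled loci, after seeing the data, they had log2 fold changes of 1.52 (standard error 0.278) for Npun_R3429 and 1.90 (standard error 0.301) for the locus that joins the other 2 genes.

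**Figure D3:**
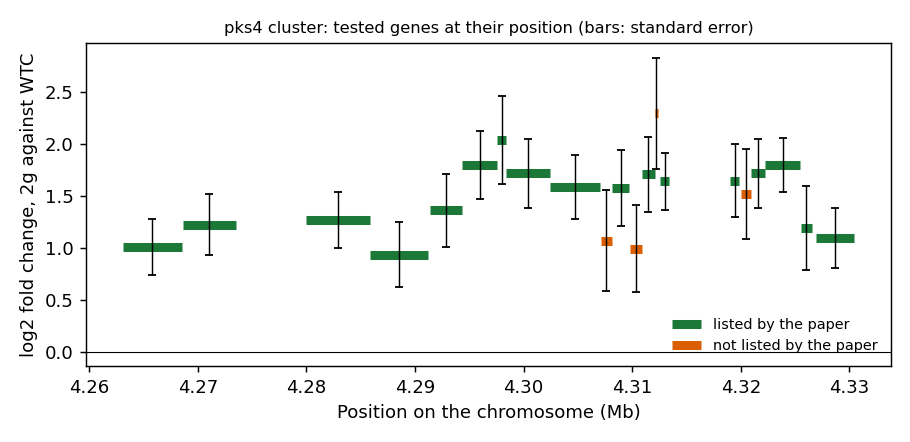
Log2 fold change of the 2 g strain against WTC (vertical axis) for each tested gene of the pks4 cluster, drawn as a bar over its position on the chromosome in Mb (horizontal axis), with its standard error as a vertical line. Genes that the paper lists (green) had a median of 1.59, and the 4 tested genes that it does not list (orange) lie between 0.99 and 2.30.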

The pks4 gene cluster was shown to be expressed in a regular spaced pattern by single or neighbouring cells within a filament using a Npun_R3452-GFP reporter, and this gene cluster was strongly induced when cultures were grown to ultrahigh density [40]. The exported product of the pks2 gene cluster has been shown to affect cellular differentiation [38], although the product of the pks4 gene cluster remains unknown. The bioactive compounds produced by these clusters have a wide range of activities, including cytotoxicity, enzyme inhibition, antibacterial and antifungal agents [41]. It will be interesting to see if these can be extended to alkane tolerance in future work.

A second locus encoding NRPSs upregulated five- to eightfold in the 2 g strain include orthologues of NosA, NosC and NosD, encoded by Npun_F2181, Npun_F2183 and Npun_F2184, respectively. 

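Npun_F2181, Npun_F2183 and Npun_F2184 lie on the chromosome between 2667205 and 2703454 in the reference annotation and are listed by name in no library, since assembled loci cover them. One locus joins Npun_F2181 with Npun_F2182, and another joins Npun_F2183 with Npun_F2184. Filled in from these loci, chosen after seeing the data, the first had an FPKM of 0.593, 0.940 and 1.28 in WTC replicates 1, 2 and 3 and 8.14, 4.66 and 4.28 in 2 g replicates 1, 2 and 3, a log2 fold change of 1.88 (standard error 0.424). The second had a log2 fold change of 2.08 (standard error 0.383). Neither passed the adjusted threshold of 0.05 in limma. The authors' deposited table joins the same genes, at 5.84-fold for the first locus and 6.17-fold for the second.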

The orthologous proteins in *Nostoc* sp. GSV224 are the non-ribosomal peptide synthases that form the peptide backbone for nostopeptolide A [42]. 

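Npun_F2182 (nosB) is not separated from Npun_F2181 in any library, so a value of its own cannot be given. Downstream of Npun_F2184, Npun_F2185 lies on the chromosome from 2703494 to 2704291 and is annotated as a hypothetical protein. Its FPKM was 0.342, 0.619 and 0 in WTC replicates 1, 2 and 3 and 3.56, 3.41 and 5.20 in 2 g replicates 1, 2 and 3, a log2 fold change of 1.94 (standard error 0.310, adjusted p = 0.0359 from limma with Benjamini-Hochberg adjustment), and it no longer passed without WTC replicate 2 (adjusted p = 0.112), WTC replicate 3 (0.116), 2 g replicate 1 (0.165), 2 g replicate 2 (0.102) or 2 g replicate 3 (0.128). Npun_F2186, annotated as an alcohol dehydrogenase, had a log2 fold change of 1.03 (standard error 0.257, adjusted p = 0.111 from limma with Benjamini-Hochberg adjustment). For Npun_F2187, a pyrroline-5-carboxylate reductase, the fit gave a log2 fold change of 0.54 (standard error 0.263, adjusted p = 0.365 from limma with Benjamini-Hochberg adjustment). Neither passed the threshold, and in all of these genes each 2 g library lay above each WTC library. Npun_F2188, an ABC transporter, had a mean FPKM under 1 and was not tested. Its scaled FPKM was 0.173 ± 0.0955 (SD, n = 3) in WTC and 1.06 ± 0.481 (SD, n = 3) in the 2 g strain.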

Interestingly, *nosB* and four additional downstream genes conserved in this locus encoding peptides with polyketide synthase, dehydrogenase, reductase and transporter activities were not upregulated in the 2 g strain. Nostopepolide A was found to be exported into the extracellular polysaccharide matrix, and to be an important regulator of hormogonium development in *N. punctiforme* [43]. The finding of upregulation for only the peptide backbone-forming genes without similar upregulation of the associated transporter may indicate that the peptide backbone likely accumulates in cells for adaptation to alkane stress. We hope future work by others will determine if non-ribosomal peptides or polyketides are capable of sequestering alkanes *in vitro,* providing evidence for a possible mechanism for this adaptation that would explain the upregulation of the associated genes and operons discovered here.

Several upregulated genes with potential direct involvement in ameliorating stress in lipid membranes were identified. 

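Npun_F3787 lies on the chromosome from 4782466 to 4782927, and the files annotate it as a transporter. Scaled FPKM was 19.1 ± 4.34 (SD, n = 3) in WTC and 90.9 ± 31.4 (SD, n = 3) in the 2 g strain, a log2 fold change of 2.15 (standard error 0.372, adjusted p = 0.0404 from limma with Benjamini-Hochberg adjustment), with each 2 g library above each WTC library. The gene did not pass without WTC replicate 1 (adjusted p = 0.0736), WTC replicate 2 (0.106), WTC replicate 3 (0.123), 2 g replicate 1 (0.170), 2 g replicate 2 (0.0801) or 2 g replicate 3 (0.135).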

Npun_F3787 was upregulated 4.4-fold in the 2 g strain and has an N-terminal signal sequence as identified by SPOCTOPUS [44] as well as a BON domain in the C-terminal portion of the protein. BON domains are thought to bind phospholipids and aid in stabilizing membranes [45], similar to OsmY, an osmotically inducible periplasmic protein providing protection against osmotic shock [46]. This may provide a protective mechanism to cope with increased membrane fluidity caused by alkanes that would interfere with cell and photosynthetic membrane functions. 

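Npun_F3786, a signal transduction histidine kinase on the chromosome from 4781065 to 4782345, ends before the start of Npun_F3787. It had a scaled FPKM of 22.4 ± 6.49 (SD, n = 3) in WTC and 62.3 ± 19.3 (SD, n = 3) in the 2 g strain, a log2 fold change of 1.43 (standard error 0.343, adjusted p = 0.101 from limma with Benjamini-Hochberg adjustment). All 2 g libraries lay above all WTC libraries, and the gene did not pass the threshold.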

The downstream gene, Npun_F3786, was also upregulated 2.5-fold and encodes a putative signal transduction histidine kinase that may be involved in regulating this stress response.

Several genes involved in microviridin synthesis were upregulated. Microviridins are tricyclic members of ribosomally synthesized and post-translationally modified peptides that act as protease inhibitors. 

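Npun_F2189, annotated as a RimK domain-containing ATP-grasp protein, lies on the chromosome from 2709313 to 2710305. The scaled FPKM of this gene was 0.809 ± 0.210 (SD, n = 3) in WTC and 12.9 ± 4.33 (SD, n = 3) in the 2 g strain, a log2 fold change of 2.90 (standard error 0.280, adjusted p = 0.0140 from limma with Benjamini-Hochberg adjustment), and each 2 g library lay above each WTC library. It lost its call without WTC replicate 3 (adjusted p = 0.0675), 2 g replicate 1 (0.0591), 2 g replicate 2 (0.0518) or 2 g replicate 3 (0.0530).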

Npun_F2189 was over 10-fold upregulated in the 2 g strain and encodes an ATP-grasp peptide maturases, similar to MvdC (MdnB). This gene is preceded by the precursor peptide MvdA with the amino acid sequence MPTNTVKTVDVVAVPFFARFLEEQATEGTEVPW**T**Y**K**F**PSD**LEDR [47]. Analysis of the novel microviridins N3–N9 from *N. punctiforme* identified a core region in this peptide (double underline above) that contained tricyclic linkages (bold) with a variable 1–6 amino acid extension (single underline) instead of acylation normally present in microviridins [40]. Normally, MvdC and the downstream MvdD (MdnC), encoded by Npun_F2190, act to form the intramolecular lactam and lactone linkages, respectively, in the MvdA peptide, resulting in a tricyclic peptide with a unique cage-like structure. However, the downstream gene encoding MvdD was not upregulated, indicating that an altered form of this microviridin with a single amide and lacking ester bonds may be formed due to alkane overproduction. 

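Npun_F2190 lies on the chromosome from 2710371 to 2711357, directly after Npun_F2189. Scaled, its FPKM was 0.584 ± 0.630 (SD, n = 3) in WTC and 5.20 ± 1.35 (SD, n = 3) in the 2 g strain, which gave a log2 fold change of 2.01 (standard error 0.339, adjusted p = 0.0380 from limma with Benjamini-Hochberg adjustment), with each 2 g library above each WTC library. Leaving out 1 library at a time kept the log2 fold change between 1.81 and 2.32, and the call was lost without WTC replicate 2 (adjusted p = 0.133), WTC replicate 3 (0.155), 2 g replicate 1 (0.170), 2 g replicate 2 (0.132) or 2 g replicate 3 (0.135). The gene rested on 1.99, 3.00 and 1.00 implied reads in WTC replicates 1, 2 and 3 and 22.8, 14.7 and 29.0 in 2 g replicates 1, 2 and 3.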

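Npun_F2191, annotated as a patatin, lies on the chromosome from 2711489 to 2713585, and its scaled FPKM was 0.640 ± 0.378 (SD, n = 3) in WTC and 5.51 ± 2.95 (SD, n = 3) in the 2 g strain, a log2 fold change of 1.92 (standard error 0.362, adjusted p = 0.0573 from limma with Benjamini-Hochberg adjustment), which did not pass the threshold. Npun_F2192, a hypothetical protein on the chromosome from 2713714 to 2714118, had a scaled FPKM of 2.88 ± 1.28 (SD, n = 3) in WTC and 31.5 ± 20.8 (SD, n = 3) in the 2 g strain, a log2 fold change of 2.94 (standard error 0.482, adjusted p = 0.0380 from limma with Benjamini-Hochberg adjustment). Its call was lost without WTC replicate 1 (adjusted p = 0.0748), WTC replicate 2 (0.116), WTC replicate 3 (0.116), 2 g replicate 1 (0.0760), 2 g replicate 2 (0.102) or 2 g replicate 3 (0.104), that is, with any single library left out. In both genes each 2 g library lay above each WTC library.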

The next two downstream genes – Npun_F2191, encoding a putative lipase, and Npun_F2192, encoding a predicted transmembrane protein of unknown function – were both induced ~sixfold in the 2 g strain. As presented below, the presence of these four genes (Npun_F2189–2192) on a multi-copy plasmid resulted in loss of LD production. The reason for this unclear, but the core region of microviridins N3–N9 contains 43 % hydrophobic and 21 % neutral amino acids. We speculate that these microviridins may be sequestering hydrophobic compounds normally found in LDs when overexpressed, thus interfering with LD formation. Our results differ from the RNA-seq results for high-density growth used to induce production of microviridins N3–N9. 

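Npun_F2193, annotated as an ABC transporter, lies on the chromosome from 2714430 to 2716448. It is named in all libraries, but its mean FPKM was under 1, so it was not tested. FPKM was 0, 0.699 and 0.317 in WTC replicates 1, 2 and 3 and 1.52, 1.32 and 1.13 in 2 g replicates 1, 2 and 3, each 2 g library lying above each WTC library, although the gene is listed at 0 in WTC replicate 1.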

A downstream ABC transporter encoded by Npun_F2193 with 61/79 % identity/similarity to MdnE, thought to export this peptide, was not upregulated in the 2 g strain. This indicates a potential for intracellular localization of this microviridin, similar to the results for nostopeptolide A mentioned above.

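Npun_F5451, Npun_F5452 (AvaK) and Npun_F5453 lie on the chromosome between 6730230 and 6733529. They are listed by name in WTC replicate 1 and in the 2 g libraries, and no value could be assigned in WTC replicates 2 and 3, so no test was possible by name. FPKM of Npun_F5451 was 0.270 in WTC replicate 1 and 11.8, 24.3 and 30.0 in 2 g replicates 1, 2 and 3. FPKM of Npun_F5452 was 5.26 in WTC replicate 1 and 69.9, 141 and 143 in the 2 g libraries. For Npun_F5453 the values were 0.572 and 6.72, 6.83 and 6.03. WTC replicate 1 has the smallest scaling factor, so these FPKM are not on 1 scale before scaling. The authors' deposited table gives 9.48-, 6.65- and 3.65-fold for Npun_F5451, Npun_F5452 and Npun_F5453.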

Three adjacent genes encoding PRC barrel domain-containing proteins were induced 3.6–9.5-fold in the 2 g strain. These include the akinete marker protein, AvaK (Npun_F5452), and its adjacent upstream and downstream genes. AvaK and its upstream paralogous protein, Npun_F5451, were also found to accumulate after butachlor exposure in three different cyanobacteria, and were hypothesized to be involved in tolerance to stress associated with exposure to this herbicide [48]. Both contain a PRCH domain (photosynthetic reaction centre subunit H) that functions to regulate electron passage between quinones in the photosynthetic reaction centre of purple bacteria [49]. Transcriptional upregulation in the 2 g strain may therefore indicate photosynthetic stress associated with alkane accumulation in thylakoid membranes. Interestingly, the remaining four other genes whose proteins were similarly upregulated by butachlor in three strains of *Anabaena* were also transcriptionally upregulated in the 2 g strain. The *N. punctiforme* homologues of these were: Npun_R0971, a HHE cation-binding protein; Npun_F3786, a signal transduction histidine kinase homologue containing four predicted transmembrane domains; Npun_F3789, a high light inducible protein; and Npun_R4582, a manganese-containing catalase homologue [48]. 

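Of these genes, Npun_F3786 could be tested and was higher in each 2 g library than in each WTC library. Npun_R0971, on the chromosome from 1145007 to 1146059, is listed by name in WTC replicates 1 and 2 and 2 g replicate 3, with FPKM of 1.19, 25.3 and 58.7. Filled in from assembled loci, after seeing the data, it had a log2 fold change of 2.60 (standard error 0.544). Npun_F3789, on the chromosome from 4783810 to 4784217, lacks a name only in 2 g replicate 2 and had a filled-in log2 fold change of 3.50 (standard error 0.713). Neither of these passed the adjusted threshold of 0.05 in limma. Npun_R4582, on the chromosome from 5696140 to 5696832, has values in the WTC libraries, 0, 4.87 and 0.398, and in 2 g replicate 3, 14.9, and could not be tested.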

No similar parallels between gene expression in the 2 g strain and similar proteomic experiments testing for responses to oxidative stress were apparent [50]. As butachlor is a hydrophobic compound, these gene responses point to parallels between exposure to this herbicide and internal production of alkanes that may be unique to stress associated with hydrophobic compounds.

In addition to genes encoding potential structural and enzymatic proteins, several genes encoding regulatory proteins were also upregulated. In addition to SigB2 mentioned above, Npun_BF041, encoded on one of the five naturally occurring plasmids in *N. punctiforme,* belongs to the AraC family of transcriptional regulators and was found to be 8-fold upregulated in the 2 g strain. 

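Npun_BF041 lies on plasmid B from 37549 to 37968. Its scaled FPKM was 5.13 ± 2.19 (SD, n = 3) in WTC and 52.8 ± 3.02 (SD, n = 3) in the 2 g strain, a log2 fold change of 3.20 (standard error 0.326, adjusted p = 0.0140 from limma with Benjamini-Hochberg adjustment), with each 2 g library above each WTC library. Without 2 g replicate 1 (adjusted p = 0.0591), 2 g replicate 2 (0.0760) or 2 g replicate 3 (0.0530) the gene did not pass.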

Two kinases were also identified; Npun_F1277 is a sensor signal transduction histidine kinase, and Npun_F2818 is an ABC1 kinase similar to ABC1K1 associated with *Arabidopsis thaliana* chloroplast plastoglobules. 

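Npun_F1277, on the chromosome from 1541129 to 1543108, is named in 5 libraries, with FPKM of 0.339 and 1.65 in WTC replicates 1 and 2 and 4.03, 3.44 and 3.53 in 2 g replicates 1, 2 and 3. An assembled locus covers it in WTC replicate 3 at an FPKM of 7.08. Filled in after seeing the data, the log2 fold change was 0.92 (standard error 0.444), short of the threshold, and the groups overlapped through the assembled value. With that value left out, also chosen after seeing the data, the log2 fold change was 1.36 (standard error 0.309, adjusted p = 0.141 from limma with Benjamini-Hochberg adjustment), and each 2 g library lay above both WTC libraries. Npun_F2818, on the chromosome from 3489412 to 3491136, is annotated in the files as a hypothetical protein. It had a scaled FPKM of 5.48 ± 0.820 (SD, n = 3) in WTC and 12.8 ± 1.78 (SD, n = 3) in the 2 g strain, a log2 fold change of 1.09 (standard error 0.237, adjusted p = 0.0778 from limma with Benjamini-Hochberg adjustment), with each 2 g library above each WTC library.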

In *A. thaliana,* the latter regulates photosynthetic activity and photoprotection by controlling chloroplast tocopherol and plastoquinone production, and may be involved in integrating sugar/starch metabolism with photosynthetic processes [51]. The Npun_F2818 ABC1 kinase, as in plastoglobules, may be an LD-associated protein and be upregulated in response to the increased number of LDs in the 2 g strain. 

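Npun_F2819 lies on the chromosome from 3491163 to 3491537, and Npun_F2818 ends at 3491136. Its scaled FPKM was 6.96 ± 4.16 (SD, n = 3) in WTC and 24.0 ± 18.4 (SD, n = 3) in the 2 g strain, a log2 fold change of 1.55 (standard error 0.605, adjusted p = 0.267 from limma with Benjamini-Hochberg adjustment). Each 2 g library lay above each WTC library, but the spread between libraries was wide: with 1 library left out at a time the log2 fold change ranged from 0.99 to 1.94.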

Only 26 bp downstream is Npun_F2819, similarly upregulated due to co-transcription with Npun_F2818 based upon RT-qPCR results (Table 2). Npun_F2819 has three predicted transmembrane domains, and when co-expressed with F2818, caused large decreases in the alkane content of whole cells and LDs, but only when present in a strain that already produced high levels of alkane (see below). These results indicate that Npun_F2818–2819 are potential negative regulators of alkane production.

In general, the putative roles of many upregulated genes products indicate that alkane overproduction is indeed stressful to cyanobacteria, and identifies potential novel adaptations to alkane stress. 

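Of the 53 genes that Table 1 lists as higher, 35 could be tested by name. All of them were higher in the 2 g strain, with log2 fold changes of 0.90 to 4.77, and in 34 the groups did not overlap, where chance gives 10%. The exception was Npun_R6442, with a log2 fold change of 2.20 and FPKM of 0, 3.34 and 13.0 in WTC replicates 1, 2 and 3 and 5.09, 34.1 and 8.37 in 2 g replicates 1, 2 and 3. With an adjusted p under 0.05 over all genes in limma, 12 of them passed. Of the 39 tested genes of Table 1 in either direction, 12 passed so, 24 with library quality weights and 34 in limma-voom, which was chosen after seeing the data. With FPKM as deposited 1 passed, after quantile normalization 9 and without a filter 5. This count was 7 without WTC replicate 2, 2 without WTC replicate 3, 0 without 2 g replicate 1 (limma, with 32 at an unadjusted p under 0.05), 1 without 2 g replicate 2 and 2 without 2 g replicate 3. With assembled loci filled in, chosen after seeing the data, 49 of 49 were higher. The genes were chosen by the study on these libraries, so these counts are not independent evidence. In general terms, the paper reads the putative roles of many upregulated gene products as a sign of stress from alkane overproduction. It also names possible adaptations to alkane stress.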

Based upon the large transcriptional increases, processing of rRNA required for ribosome assembly may be a target of alkane toxicity. Increased expression of genes also found after exposure of other (cyano)bacteria to a range of stress conditions may indicate general stress responses that overlap with alkane stress. These include those responsible for the production of mycosporine-glycine, a GsiB-like general stress-induced protein, multiple CsbD-like and HCP proteins, a BON-domain containing protein, and PRC-barrel proteins including AvaK. Novel adaptations to alkane overproduction suggested by this comparative transcriptomic study include accumulation of polyketides and/or non-ribosomal peptides, nostopeptolide A and a potentially internal microviridin-like cyclic peptide. Although not addressed in this study, future work will be required to determine if these compounds are indeed present in alkane-stressed cells, and their role in alkane tolerance in cyanobacteria. Identification of upregulated genes encoding a sigma factor, a DNA-binding protein and kinase proteins offers insights into potential regulatory elements involved in controlling the transcriptional response to alkane overproduction.

#### Downregulated genes in the alkane overproduction strain

Genes encoding proteins that may have direct effects on LD composition or abundance may be transcriptionally downregulated in the alkane overproducing strain in an attempt to restore the number of LDs to normal levels. Alternatively, downregulated genes could be in response to stress associated with excess alkane production, or simply a response to the slower growth rate exhibited by the 2 g strain.

Genes showing the largest decrease in the 2 g strain are photosynthetic, and include phycobilisome linker proteins and phorphyrin synthetic enzymes that are likely a response to the slower growth of the 2 g strain. Also, in this growth-related category are multiple subunits of NAD(P)H-quinone oxidreductase, reduction of several cell envelope synthesis proteins, as well as enzymes involved in amino acid biosynthesis, nucleic acid precursors and protein polymerization.

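Of the 10 genes that Table 1 lists as lower, 4 could be tested by name. All were lower, with log2 fold changes of -3.26 to -0.88, and the groups overlapped in none of them, where chance gives 10% without overlap for genes not chosen by their change. These genes were chosen by the study on the same libraries, so this is not independent evidence. In limma 0 of them passed the adjusted threshold, 4 had an unadjusted p under 0.05, and 3 passed in limma-voom, chosen after seeing the data. The linker protein genes Npun_F3794 and Npun_F3795, on the chromosome between 4788740 and 4790409, are hidden in 1 assembled locus in WTC replicates 2 and 3, at FPKM of 357 and 683. By name they had FPKM of 36.9 and 48.8 in WTC replicate 1. In 2 g replicates 1, 2 and 3, FPKM of Npun_F3794 was 0.996, 8.00 and 22.1, and that of Npun_F3795 was 4.02, 4.55 and 20.5. Filled in after seeing the data, their log2 fold changes were -4.67 (standard error 0.919) and -4.58 (standard error 0.662). For Npun_F1653, annotated as a magnesium-protoporphyrin ester cyclase, FPKM was 2.13 and 9.19 in WTC replicates 1 and 2 and 1.15, 0.515 and 0.517 in 2 g replicates 1, 2 and 3, a log2 fold change of -1.84 (standard error 0.359) with WTC replicate 3 left out for lack of a value. None of these passed the adjusted threshold in limma. Only 2 genes annotated as phycobilisome proteins could be tested, and both were higher, with a median log2 fold change of 1.80 (limma's camera, adjusted p = 0.281, and 0.0616 to 0.743 over the alternatives). With assembled loci filled in, 7 of 13 were higher, with a median of 0.07 but a mean of -0.63, and the test pointed down (limma's camera, adjusted p = 0.468). In the authors' deposited table, 7 of 16 phycobilisome loci were lower, 2 of these with q under 0.05, and 9 were higher, 1 with q under 0.05.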

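Of the genes annotated as NAD(P)H-quinone oxidoreductase subunits, 6 could be tested, and 5 of these were lower in the 2 g strain. Their median log2 fold change was -0.86 (limma's camera with estimated correlation, adjusted p = 0.197 over 9 sets), and no member passed alone in limma, where 2 had an unadjusted p under 0.05. The set passed in camera with the preset correlation (adjusted p = 0.0138) and not in fry (adjusted p = 0.105), and the adjusted p over all alternatives ranged from 0.0138 to 0.614. The authors' deposited table has 11 of 15 such loci lower, 9 with q under 0.05. Of the ribosomal protein genes, 5 could be tested, all lower, with a median of -0.31 (adjusted p = 0.281 in limma's camera). With assembled loci filled in, chosen after seeing the data, 7 of 21 were higher, with a median of -0.22. Ribosomal protein loci in the authors' deposited table were lower in 21 of 28 cases, 3 of them with q under 0.05.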

An example of a gene that is downregulated that may be directly involved in lipid droplet formation is Npun_F0518, a SpoVK vesicle-fusing ATPase with reduced expression in the 2 g strain. 

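Npun_F0518, annotated as an ATPase, lies on the chromosome from 620568 to 622079. Scaled FPKM came to 121 ± 12.9 (SD, n = 3) in WTC and 64.9 ± 14.9 (SD, n = 3) in the 2 g strain, a log2 fold change of -0.91 (standard error 0.278, adjusted p = 0.177 from limma with Benjamini-Hochberg adjustment). Each 2 g library lay below each WTC library, leaving out 1 library at a time gave log2 fold changes of -1.09 to -0.80, and the gene did not pass the threshold.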

Reduced vesicle fusion could explain the high number of small LDs seen during exponential growth in the 2 g strain. Later, during stationary phase, these fuse into abundant large LDs, higher in abundance than in the control strain [10], indicating the fusion process is only delayed, but not eliminated, in the 2 g strain.

In the stress-associated gene category are three genes: Npun_R0404, one of the carotenoid-binding domain containing proteins that exhibited a large 11-fold downregulation in the 2 g strain; Npun_R0279, which contains a universal stress protein domain; and Npun_R4883, a low temperature-requirement A-like protein. This indicates that these proteins likely have a specialized function in the cell that is not required for dealing with alkane overproduction.

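Npun_R0404 lies on the chromosome from 500150 to 501106, and its scaled FPKM was 64.6 ± 42.9 (SD, n = 3) in WTC and 6.43 ± 7.19 (SD, n = 3) in the 2 g strain, a log2 fold change of -3.26 (standard error 0.929, adjusted p = 0.155 from limma with Benjamini-Hochberg adjustment). Npun_R0279, on the chromosome from 348169 to 349020, had a scaled FPKM of 26.6 ± 9.37 (SD, n = 3) in WTC and 8.32 ± 3.62 (SD, n = 3) in the 2 g strain, a log2 fold change of -1.57 (standard error 0.414, adjusted p = 0.129 from limma with Benjamini-Hochberg adjustment). Neither gene passed the threshold, and in both each 2 g library lay below each WTC library. The difference in Npun_R0404 was accompanied by a wide spread within the groups. Npun_R4883, on the chromosome from 6048961 to 6050142, is named in 3 libraries, with FPKM of 2.06 and 17.0 in WTC replicates 1 and 2 and 1.67 in 2 g replicate 1, and has no value in the others, so it could not be tested.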

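Npun_F0996, the sigma factor gene sigC on the chromosome from 1178470 to 1179720, is named in 4 libraries, with FPKM of 14.4 and 114 in WTC replicates 1 and 2 and 17.2 and 31.1 in 2 g replicates 1 and 3. Assembled loci give 133 in WTC replicate 3 and 16.7 in 2 g replicate 2. Filled in, after seeing the data, the log2 fold change was -1.30 (standard error 0.398), which did not pass the adjusted threshold in limma.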

Regulatory proteins with reduced transcription in the 2 g strain include sigma factor SigC (Npun_F0996). This likely accounts for downregulation of the PII protein (GlnB; Npun_F4466), since this nitrogen-regulatory protein has been shown to be in the regulon of SigC [52]. 

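Npun_F4466 (glnB) lies on the chromosome from 5555077 to 5555415 and is named only in 2 g replicate 3, at an FPKM of 38.0. Assembled loci that cover it give 103 and 189.9 in WTC replicates 2 and 3, before scaling, and the other libraries have no value. Scaled, these values are 36.0 in 2 g replicate 3 and 60.1 and 101 in WTC replicates 2 and 3. With 1 value in the 2 g strain, no test was made.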

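Npun_R1304, on the chromosome from 1582997 to 1583623, had a scaled FPKM of 9.08 ± 1.82 (SD, n = 3) in WTC and 4.50 ± 1.13 (SD, n = 3) in the 2 g strain, a log2 fold change of -0.88 (standard error 0.273, adjusted p = 0.179 from limma with Benjamini-Hochberg adjustment). Each 2 g library lay below each WTC library, and the gene did not pass the threshold.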

The Npun_R1304 gene encoding a PadR-like transcriptional regulatory protein was also lower in the 2 g strain. Based on transcriptomic studies of other PadR-like repressors, this repressor protein may be responsible for regulating genes related to the cell envelope [53], and its 2.4-fold reduced expression may explain the increased transcription of several glycosyl-transferases and other envelope-related genes in the 2 g strain. Interestingly, downregulated plasmid genes were largely confined to plasmid D, one of the five naturally occurring plasmids in this strain, whereas upregulated genes were predominantly on plasmid B. Other plasmid-encoded genes include histidine kinases and putative DNA-binding proteins that may have effects on chromosomal gene transcription as well as plasmid-specific effects.

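Genes were assigned to plasmids by locus tag and each set was compared with all other genes by limma's camera, with Benjamini-Hochberg adjustment over 9 sets. On plasmid D, 13 of 18 tested genes were lower, with a median log2 fold change of -0.48 and a mean of -0.16 (limma's camera, adjusted p = 0.171, and 0.00126 to 0.712 over the alternatives). On plasmid B, 43 of 62 were higher, with a median of 0.23 (limma's camera, adjusted p = 0.197, and 0.0282 to 0.705 over the alternatives), although the median was -0.05 after quantile normalization. Neither set passed with the correlation estimated. In fry, plasmid B passed (adjusted p = 0.0282) and plasmid D did not (adjusted p = 0.0550), and with a preset correlation plasmid D passed (adjusted p = 0.00126). Plasmid A had a median log2 fold change of 0.25 over 84 genes (adjusted p = 0.941) and plasmid E of -0.41 over 3 genes (adjusted p = 0.281). Plasmid C had a median of 0.01 and a mean of -0.10 over 21 genes (adjusted p = 0.281), its test pointing down, and with FPKM as deposited and after quantile normalization its median was below 0. Of the single genes, 4 on plasmid B passed as higher, and 1 on plasmid D passed as lower, Npun_DR038. That gene, annotated as a putative PAS/PAC sensor protein, lies on plasmid D from 45838 to 49731 and had a scaled FPKM of 10.6 ± 2.66 (SD, n = 3) in WTC and 2.65 ± 0.362 (SD, n = 3) in the 2 g strain, a log2 fold change of -1.65 (standard error 0.259, adjusted p = 0.0347 from limma with Benjamini-Hochberg adjustment). Its call was lost without WTC replicate 2 (adjusted p = 0.111), WTC replicate 3 (0.116), 2 g replicate 1 (0.165), 2 g replicate 2 (0.158) or 2 g replicate 3 (0.104). Among the genes the paper lists in Tables S2 and S3, 11 of 12 higher plasmid genes are on plasmid B and 5 of 9 lower ones on plasmid D. In the authors' deposited table, 28 loci of plasmid D were lower and 6 higher, with q under 0.05 in 7 and 0 of them. On plasmid B, 83 loci were higher there and 49 lower, with q under 0.05 in 10 and 0. These counts are from the same cultures and are not independent evidence.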

### Overexpression of selected genes and operons

To see if overexpression of genes that were upregulated in the comparative transcriptomic data resulted in enhanced alkane or LD production, 16 different multi-copy shuttle plasmids were constructed containing genes or operons alone (single gene), or in conjunction with the 3 g plasmid bearing Npun_F1710/1711/5141 to form four-gene (4 g) plasmids. The base plasmid chosen for this was the multi-copy shuttle plasmid pSCR119 that has 12–14 copies per genome. The 3 g plasmid was chosen for the second expression platform since it was previously shown to produce the highest quantities of alkanes when combined [10] and we wanted to see if additional genes could further boost production. The third gene in the 3 g plasmid, Npun_F5141, encodes a putative lipase that was hypothesized to increase free fatty acids and promote production of the fatty acyl-ACP substrate for the Aar/Ado enzymes. We hypothesized that if additional genes or operons found to be upregulated in the alkane-overexpressing strain were added to this 3 g plasmid to create 4 g plasmid-bearing strains, further increases in alkane production relative to whole-cell lipids would result. The resulting *N. punctiforme* set of plasmid-bearing strains, termed either single-gene or 4 g strains, were analysed for changes in their fatty acid and alkane content in both exponential and stationary phases of growth (Table 3). It should be noted that DNA fragments containing genes upregulated in this study sometimes contained several adjacent genes that could possibly be transcribed as an operon, but were classified as single-gene strains, or four-gene strains when added to the 3 g expression platform plasmids in Table 3, for simplicity.

**Table 3.** Percentage changes in area under the curve of FAME and alkane (C17) peaks produced during analysis by GC-MS of single and 4 g overexpressing strains relative to their respective controls. For single-gene strains, the control is the wild-type bearing pSCR119. For the 4 g strains (genes overexpressed in conjunction with Npun_R1710-1711 and Npun_F5141), the control is the 3 g strain. Numbers highlighted and in bold denote a *P*-value of <0.05

Single-gene OE								Four-gene OE							
**Whole-cell lipids, exponential**															
	C17	C16 : 1	C16 : 0	C18 : 2	C18 : 3	C18 : 1	C18 : 0		C17	C16 : 1	C16 : 0	C18 : 2	C18 : 3	C18 : 1	C18 : 0
Npun_R0971	1.8	−5.3*	8.2	−3.9	−9.7*	−3.2*	12.1*	Npun_R0971	−2.5	−0.1	0.9	−0.6	1.1	0.6	0.7
Npun_F1545	3.5	**−3.6**	4.3	1.0	**−8.4**	−2.8*	6.0	Npun_F1545	−8.1	0.7	**2.7**	−0.4	0.8	0.5	0.6
Npun_R5066	1.6	−1.6	**6.7**	−3.4	**−3.9**	−3.0*	3.6	Npun_R5066	−4.5	0.3	0.5	1.6	0.6	−0.5	**2.0**
Npun_R6442	2.7	−0.5	1.2	−1.7	−3.6	−0.3	2.2	Npun_R6442	2.3	−0.5	−1.7	0.2	−0.2	**−0.6**	0.4
Npun_F2189	2.2	−0.2	1.8	−1.7	−3.9	0.4	1.4	Npun_F2189	−1.3	**0.9**	0.5	0.2	−0.2	−0.1	0.0
Npun_F2818-19	1.9	2.1	−0.5	3.4	−3.9	**−1.2**	−1.9	Npun_F2818-19	**−9.2**	2.6*	1.7	0.8	**2.8**	0.5	0.8
Npun_F2191	0.4	0.4	2.4	−0.9	−3.4	0.2	0.8								
Npun_F2189-92	0.6	0.3	2.5	−0.7	−0.3	−0.5	−1.9								
Npun_R1848	0.0	−0.4	−0.5	1.5	−1.4	−0.3	1.2								
Npun_F5598−00	1.8	0.6	**−2.7**	1.0	−1.2	−0.1	0.6								
**Whole-cell lipids, Stationary**															
Npun_R0971	−1.0	0.8	−2.3*	0.7	−0.5	1.1*	1.2	Npun_R0971	−2.2	0.1	0.9	0.6	−0.3	0.3	0.6
Npun_F1545	**4.0**	−0.7	−2.2*	**−2.1**	−1.6*	1.8*	0.7	Npun_F1545	−3.2	−0.4	0.6	0.9	−0.2	0.2	0.4
Npun_R5066	−0.1	0.9	0.2	−2.2*	**−1.2**	0.1	2.3	Npun_R5066	−5.2	−0.9	1.1	1.4	1.1	0.3	2.2
Npun_R6442	−2.3	0.9	0.3	−0.9	−0.2	**0.2**	1.8	Npun_R6442	−13.7*	1	**3.3**	2.9*	2.3*	1.1*	**3.1**
Npun_F2189	0.3	−0.4	**−1.5**	−1.8*	−0.8	0.8*	**3.4**	Npun_F2189	**−10**	0	3.0	1.2	**1.7**	**0.6**	3.5*
Npun_F2818-19	−1.4	3.3*	−5.1*	0.9	3.3*	**0.5**	−1.6	Npun_F2818-19	**−13.9**	2.8*	2.8	**3.1**	**2.7**	**0.6**	2.0
Npun_F2191	0.2	2.2	−4.1*	1.7	−0.8	0.4	0.4								
Npun_F2189-92	1.4	1.4	0.2	−2.1	1.8	1.1*	−3.7*								
Npun_R1848	−1.9	−0.6	5.0*	−2.9	−0.1	0.0	0.5								
Npun_F5598−00	0.6	−0.3	0.3	**−3.1**	**1.2**	0.6*	0.7								
**LD lipids, exponential**															
Npun_F2191	0.9	0.0	−0.2	1.0	−0.3	0.0	−1.4	Npun_F2818-19	−15.3*	3.2*	5.8*	2.5*	1.9*	0.2	1.8
Npun_F2189-92	3.7	3.3*	−3.6	0.7	−0.7	0.0	−3.5								
**LD lipids, stationary**															
Npun_F2191	2.4	1.5	−2.6	1.0	0.0	0.6	−3.0	Npun_F2818-19	3.5	−1.7	−0.5	−1.1	−0.4	0.1	0.1
Npun_F2189-92	−5.5	−1.1	2.9	0.4	0.0	0.5	2.8								

*Denotes a *P*-value of <0.01.

#### Alkane and lipid profiles

By harvesting total lipids along with the co-extracted alkanes, and generating fatty acid methyl esters (FAMEs) for the lipids, we had a way of determining the relative amount of alkane production in these strains in addition to changes in fatty acid composition. FAME analysis of whole-cell lipids of several single-gene strains harbouring Npun_R0971, Npun_F1545, Npun_F5066 and Npun_F2818-19 showed a modest but significant decrease in unsaturated fatty acids during exponential phase. Of these, Npun_R0971 showed the largest alteration in fatty acid composition, with increased saturated C18 fatty acids and decreased unsaturated species. Npun_F5066 also increased the proportion of saturated fatty acids, but C16 : 0 rather than C18 : 0 was significantly affected in this strain. During stationary phase, these effects were mostly lost, and were replaced by many small, but significant, fatty acid changes in single-gene strains. It is important to note that the strain containing Npun_F2189-92 that does not produce stainable LDs, had decreased C18 : 0, the fatty acid precursor for synthesis of 17 carbon-long alkanes, the alkane type normally produced exclusively in this strain [1]. The only single-gene strain with increased alkane production harboured Npun_F1545, resulting in only a modest 4 % increased alkane accumulation during stationary phase.

Instead of further enhancing alkane production as anticipated, increased expression of several upregulated genes/operons in 4 g strains resulted in decreased alkane production. Among the 4 g strains, the only significant decrease in alkane production seen in exponentially growing cultures was that harbouring the Npun_F2818-19 operon, resulting in a 9.2 % decrease in alkane content relative to the control strain. During stationary phase, three 4 g strains had a significant reduction in alkane production. The Npun_F2818-19 strain continued to exhibit reduced alkane content, as did two additional strains harbouring Npun_R6442 and F2189, with stationary phase reductions in alkane content ranging from −10.0 to −13.9 % below controls (Table 3).

To see if LD composition paralleled the reduced alkane production observed in whole cells, LDs were isolated from these 4 g strains and compared to LDs from 3 g controls.

LDs from the 4 g Npun_F2818-19 strain in exponential phase showed a 15.3 % decrease in alkane content, paralleling the 9.2 % decrease in whole-cell alkane content under this growth condition. However, the large 13.9 % decrease in alkanes during stationary phase for whole cells was not apparent in stationary-phase LDs from the Npun_F2818-19 4 g strain, indicating that although the total cellular ratio of alkanes to total lipids was reduced in stationary phase, their proportion in LDs returned to normal. This indicates normal levels of the ABC1 protein kinase encoded by Npun_F2818, and/or the protein of unknown function encoded by Npun_F2819 may be required for proper alkane trafficking between LDs and cellular membranes during exponential growth, but not in stationary phase. There was an insignificant decrease in relative alkane to total lipid content in the LD-less Npun_F2189-92 single-gene strain, indicating that alkane production does not require the presence of LDs.

#### Phenotypic changes due to gene overexpression

Most single and 4 g overexpression strains tested did not produce any visible changes in LD size, localization, or abundance. However, the plasmid-bearing strain containing Npun_F2189 alone appeared to have BODIPY staining, indicative of neutral lipid rafts in the envelope, with reduced numbers of LDs during exponential phase (Fig. 2). When this DNA fragment was further extended to contain three additional upregulated genes, Npun_F2190, Npun_F2191 and Npun_F2192, this single-gene strain containing Npun_F2189-2192 exhibited no stainable LDs (Fig. 2). As discussed above, these encode structural genes with predicted or proven enzymatic function likely associated with microviridin production, not gene regulatory proteins, making it unlikely they directly repress genes associated with LD production. However, since microviridins can act as protease inhibitors, it may be possible that increased microviridin accumulation in this single-gene strain may increase the protein stability of regulatory proteins controlled by proteolysis.

**Fig. 2.**
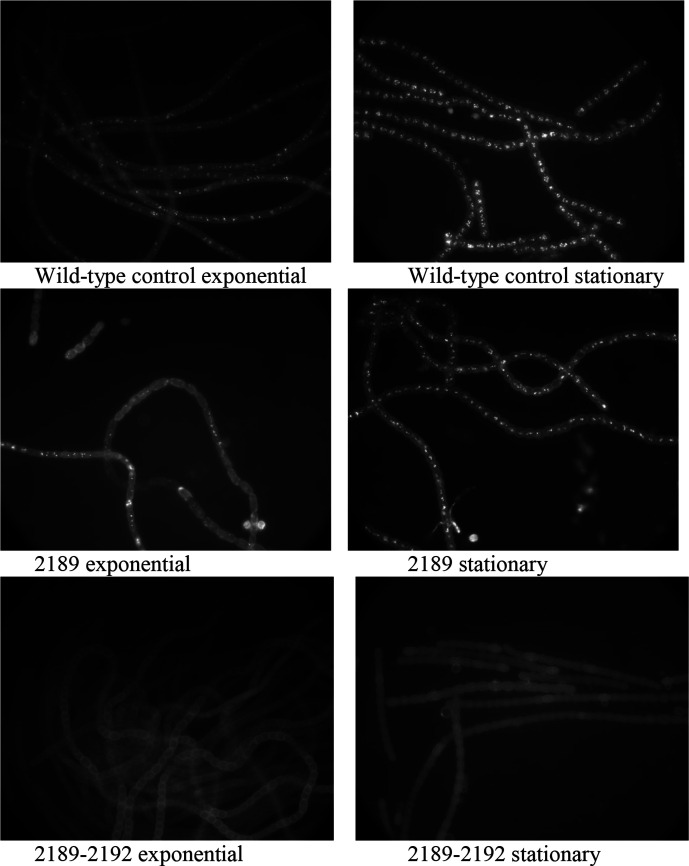
Fluorescent micrographs of BODIPY-stained strains of *N. punctiforme *.

Experiments were initiated to determine if there was a growth phenotype associated with the loss of LDs. The LD-less Npun_F2189-92-bearing strain exhibited identical growth rates to a wild-type control strain at both normal and cold temperatures under standard light conditions. Recently it was determined that cyanobacterial alkanes are required for normal photosynthetic cyclic electron flow, and growth at colder temperatures [9]. This study, however, used long-term selection for the mutation, so the phenotype might have been due to other secondary mutations. The work of Lea-Smith *et al*. [8], which quickly isolated a mutant in the same gene, exhibited similar photosystem II O_2_ production activity to the wild-type, but slower growth, increased cell size and division defects. Since the LD-less strain produced similar amounts of alkanes to the controls (Table 3), this could explain why no phenotypes were exhibited in earlier studies. To see if LDs that normally accumulate in stationary phase may be used to supply lipids for recovery from stationary phase, late stationary cultures of the LD-less and control strains were inoculated and monitored for alterations in lag phase recovery. No differences in lag phase between strains were detected, indicating that an alternative function exists. To see if LDs might be used to cope with high light stress, as has been suggested for plant chloroplast plastoglobules, the LD-less and control strains were subjected to high light (HL). The absence of LDs led to a small (11 %), but significant (*P*=0.014) increase in cell biomass after 8 days of HL that was not detected after only 4 days of HL (Fig. 3). There were no observable differences in bleaching after 8 days of HL, supporting our hypothesis that differences in growth rates resulted from a lack of LDs. This increased growth is likely due to relief of the metabolic drain on metabolites in the control strains used to form these inclusions. The physiological role of LDs therefore remains enigmatic, and we hope continued work in this area will elucidate their cellular function in the future. The identification of upregulated genes causing loss of LD production or reduced alkane production provides targets for future mutagenesis studies that we anticipate will increase alkane or LD production in cyanobacteria.

**Fig. 3.**
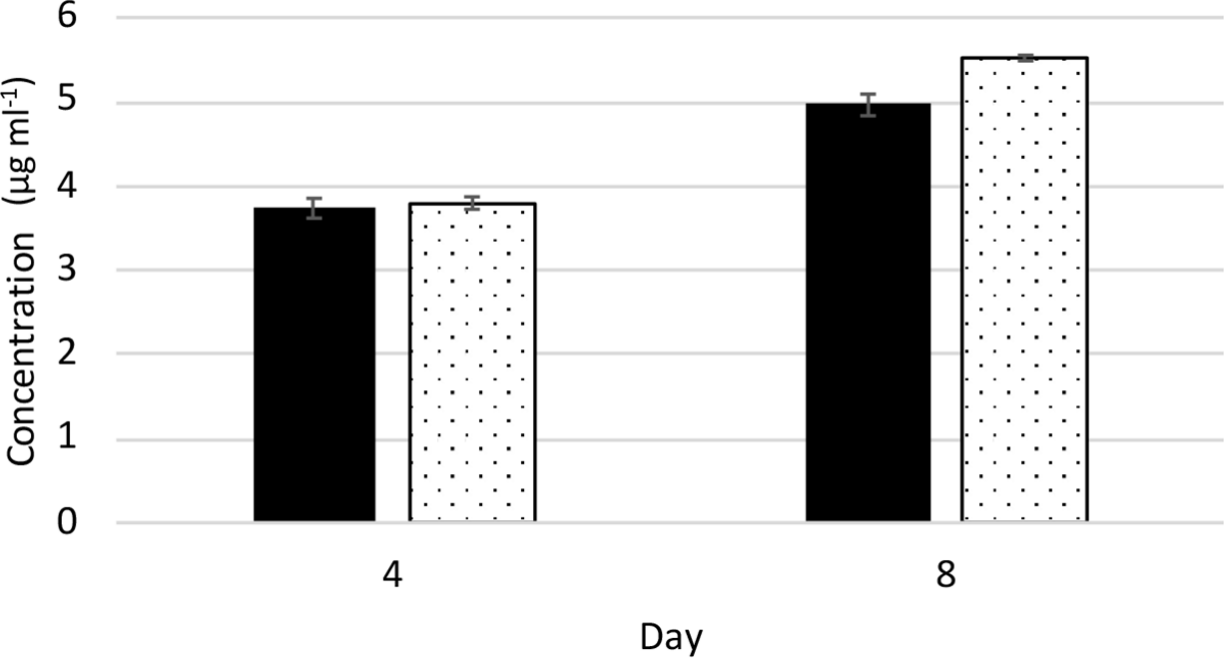
Growth of the strain bearing Npun_F2189-2192 after 4 and 8 days of high light (white bars) relative to a pSCR119 wild-type control (black bars). Chlorophyll a concentrations were determined from extractions from entire culture flasks to minimize sampling error. *n*=3, ±standard error.

## Supplementary Data

Supplementary material 1 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

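RNA of 3 WTC cultures (the plasmid-only control) and 3 cultures of the 2 g strain was sequenced. Samples were assigned to a strain and a replicate number by the labels of the libraries. All libraries were sequenced in 1 pool, so no sequencing batch separates the groups.

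The authors trimmed the reads with Trimmomatic, kept those of high quality, aligned them to the chromosome and the 5 plasmids of N. punctiforme with Tophat and ran Cufflinks on each library alone. The authors deposited the FPKM of each gene or assembled locus, with its limits at 95% confidence. Per the paper's methods, assemblies were then merged with Cuffmerge and compared with Cuffdiff. The deposited comparison table gives for each merged locus the mean FPKM of each strain, a test statistic (a score of Cuffdiff), a p-value and a q-value that the authors' tool computed. The label of the comparison taken as that of the 2 g strain carries other gene numbers. It was matched by the finite folds of Tables S2 and S3, which for genes alone in a locus lay within 1% of the deposited ones in 158 of 158 and 109 of 109 cases. For genes in joined or several loci this held for 6 of 15 and 2 of 10. Its log2 column was not used, since part of its cells no longer hold numbers; folds were computed from the FPKM of the strains in that table. The annotation and the assembly options are not given in the sources used here.

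Coordinates are those of the files, counted from 1, and, for genes that no library names, those of the reference annotation ASM2002v1. Of 5825 locus tags, 5726 matched the reference, 5079 with both ends equal and 5716 with at least 1 end equal. Gene descriptions are those of the files. Values of the same locus tag in 1 library were summed, a locus that joins several tags gave its value to each, and loci with no tag were left out of the main test.

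Reads per gene were recovered from FPKM and its upper limit. They lay within 0.0500 of a whole number, among values under 30 reads, in a percentage of cases of 82.2, 82.2 and 67.9 in WTC replicates 1, 2 and 3 and 71.5, 69.3 and 70.2 in 2 g replicates 1, 2 and 3. For the total behind FPKM, genes over 800 bp were used, at their length less 219 bp. Sums and medians of implied reads and limma-voom took reads from FPKM, this total and an effective length, which for shorter genes was the median over genes of like length. The total each gene implies spread over an interquartile range that in percent of its median was 0.299, 13.0 and 0.312 in WTC replicates 1, 2 and 3 and 0.302, 0.303 and 0.318 in 2 g replicates 1, 2 and 3, so that the recovered total of WTC replicate 2 is less exact than the others. Implied reads on named genes came to 79959, 273610.0 and 232589 in WTC replicates 1, 2 and 3 and 131722, 136075 and 246239 in 2 g replicates 1, 2 and 3.

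Before the data were examined, the following choices were made. FPKM were scaled between libraries by median ratios. Genes entered when named in all 6 libraries with a mean FPKM of at least 1. The test was limma (version 3.58.1, in R 4.3.3) on log2(FPKM + 1) with an intensity-dependent prior and Benjamini-Hochberg adjustment, with a threshold of 0.05. Gene sets were the 5 plasmids by locus tag, the span of the pks4 cluster, and genes annotated as NAD(P)H-quinone oxidoreductase, phycobilisome or ribosomal proteins. They were tested with camera with the correlation between genes estimated from the data. Correlations with RT-qPCR used two-sided permutation tests with 100000 resamples. For fewer than 10 genes all permutations were enumerated instead, which was decided later. Other steps used Python with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

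The rule for genes to name covered every gene of Tables 1 and 2, Npun_R1710 and Npun_R1711, genes that the results text names without a value in a table, the 5 largest rises and 5 largest falls among genes past the threshold whose groups do not overlap, and the 3 largest changes among such genes that Tables 1, S2 and S3 do not list. The tables of the paper were read before this rule was set. Only 2 genes fell past the threshold. Some of them, such as Npun_F1545, Npun_F5066, Npun_R1848 and part of the pks4 genes, enter the text only through counts and ranges. Of 80 genes under the rule, 50 could be tested.

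Alternatives set in advance were pseudocounts of 0.1 and 10, no filter and a mean FPKM of at least 10, no scaling and quantile normalization, missing values taken as 0, a replicate block, library quality weights, each library left out in turn, limma without the intensity trend, an unadjusted p under 0.004 (the p threshold of the paper's methods), camera with a preset correlation of 0.01 and fry. Chosen after seeing the data were leaving missing values out of the fit, filling in the FPKM of assembled loci that cover at least 80% of a gene, and limma-voom on the implied reads. Where a library left out leaves 2 libraries in a group, the fit pools the spread over all genes.

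The test was tested on simulated data made from the values of these libraries for 2 g against WTC. Of 1923 genes, 200 were changed by known folds, set on the log2 scale of the test. The test found 86.6% of 8-fold, 65.7% of 4-fold and 22.7% of 2-fold changes, with 7 unchanged genes among 124 calls. For genes with low FPKM, a fold on that scale stands for a larger fold of FPKM. These percentages therefore do not hold for FPKM folds of genes with few reads or for libraries of unequal depth. There the share found may be lower. The experiments on overexpression plasmids, lipid droplets and alkane content were not analysed here.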

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

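The exact binomial tests, limma-voom and the tests on the further strain were chosen only after the results were seen; limma and the fits with 1 library left out were set in advance.

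Npun_F3991, annotated as a CAB/ELIP/HLIP family protein on the chromosome from 5009327 to 5009497, fell between the strains and is outside the genes that the paper discusses. It had a log2 fold change of -4.76 (standard error 0.538, adjusted p = 0.0140 from limma with Benjamini-Hochberg adjustment), with each 2 g library listed at 0, so the fitted change depends on the pseudocount and is no bound. The whole difference rests on 4 implied reads in the WTC libraries and 0 in the 2 g libraries, which hold 42.9% of the depth, taken as the total behind FPKM times the scaling factor. An exact binomial test of these reads gave p = 0.140 (two-sided), which is in line with counting error of a few reads. The test on implied reads (limma-voom, chosen after seeing the data) gave a log2 fold change of -2.05 with adjusted p = 0.175, in a range of 6.6e-04 to 0.175 over the alternatives other than the replicate block. The call was lost without WTC replicate 2 (adjusted p = 0.0505), 2 g replicate 1 (0.0702), 2 g replicate 2 (0.0815) or 2 g replicate 3 (0.0624). In the authors' deposited table, it fell from 505 to 227 FPKM with q = 0.745. A response to alkanes remains possible and was not tested apart from the strain difference itself.

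Npun_R5976, a hypothetical protein on the chromosome from 7384147 to 7384353, rose between the strains and is not in the tables of the paper. Its FPKM was 0, 5.11 and 0 in WTC replicates 1, 2 and 3 and 13.7, 18.3 and 18.4 in 2 g replicates 1, 2 and 3, and it had a log2 fold change of 3.56 (standard error 0.551, adjusted p = 0.0335 from limma with Benjamini-Hochberg adjustment), on 1 implied read in the WTC libraries and 7 in the 2 g libraries. The exact binomial test gave p = 0.0247, but the gene was picked as 1 of 1923 for its size of change, so counting error cannot be excluded. Its adjusted p ranged from 0.0103 to 0.165 over these alternatives, and the call was lost without WTC replicate 1 (adjusted p = 0.0646), WTC replicate 3 (0.123), 2 g replicate 1 (0.165), 2 g replicate 2 (0.148) or 2 g replicate 3 (0.113). Its fold in the authors' deposited table was 15.4, with q = 0.304.

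Npun_F0471, a hypothetical protein on the chromosome from 572303 to 572824 that the paper does not list, lies close to Npun_F0469. It had a log2 fold change of 2.58 (standard error 0.322, adjusted p = 0.0151 from limma with Benjamini-Hochberg adjustment), on 7 implied reads in the WTC libraries and 67 in the 2 g libraries. Counting error of a few reads is excluded by an exact binomial test (p = 9.8e-18). Its adjusted p ranged from 0.00312 to 0.218 over these alternatives, with the call lost without WTC replicate 2 (adjusted p = 0.0639), WTC replicate 3 (0.111), 2 g replicate 1 (0.0735), 2 g replicate 2 (0.0518) or 2 g replicate 3 (0.0653). A difference between the cultures that goes with the strain stays open, since the design does not separate it from the plasmid. Its fold in the authors' deposited table was 7.02, with q = 0.0794.

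The authors' deposited table also compares the control with a further strain that the results on transcripts do not describe, and 521 of its 3900 tested loci have q under 0.05 in that comparison, 291 higher and 230 lower. The label of the strain joins the number of Npun_F5141 to gene numbers other than those of Npun_R1710 and Npun_R1711, and per the same deposited table of the authors Npun_F5141 was 147-fold, Npun_R1710 76.5-fold and Npun_R1711 92.4-fold higher there. No values per library of that strain were used here, so the spread between its cultures is unknown.

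Npun_R1332 differed between the strains of the authors' deposited table: its FPKM in the 2 g strain was 73.5 times that in the further strain. The fold against the control in that strain was -1.16, without a test in that table, although Npun_R1710 and Npun_R1711 were higher there than in the 2 g strain, so a response that follows the transcripts of these genes in every strain is argued against by that value. The control libraries that both comparisons share cannot make the difference, since the ratio of 73.5 holds between the strains without the control. An exchange of the labels of these strains is argued against by Npun_F5141, whose fold against the control in the authors' deposited table was 1.20 in the 2 g strain (q = 0.759) and 147 in the further strain (q = 0.00126). The difference between the strains was not tested with replicates. The strains also differ in Npun_F5141, so an effect of that gene, growth phase or a mutation in 1 strain remain open.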

How the results depend on the processing

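Leaving missing values out of the fit, filling in assembled loci and limma-voom on implied reads were tests chosen only after the results were seen; the others were set in advance. Counts are of genes with an adjusted p under 0.05.

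In the first fit 41 genes differed in all, 39 at least 2-fold higher, 2 at least 2-fold lower, 30 at least 4-fold higher and 1 at least 4-fold lower. The count stayed within 1.5 times of it with a pseudocount of 10 (42 genes, 37 of them shared with the first fit), without WTC replicate 1 (53, 33 shared), after quantile normalization (37, 32 shared), with a mean FPKM of at least 10 (29, 21 shared), without the intensity trend (41, 41 shared), with missing values left out (49, 36 shared) and with assembled loci filled in (33, 17 shared). It moved further in the other settings, and the cause was not tested unless named.

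With a pseudocount of 0.1, 24 genes differed in all, 22 at least 2-fold higher, 2 at least 2-fold lower, 21 at least 4-fold higher and 1 at least 4-fold lower. With a pseudocount of 10, 10 were at least 4-fold higher, 0 at least 2-fold lower and 0 at least 4-fold lower, in limma, where 330 genes had an unadjusted p under 0.05; a larger pseudocount shrinks folds by construction. Without a filter, 13 genes differed in all, 12 at least 2-fold higher, 0 at least 2-fold lower, 11 at least 4-fold higher and 0 at least 4-fold lower, over 2865 genes, with 437 at an unadjusted p under 0.05 in limma. With a mean FPKM of at least 10, 25 were at least 2-fold higher and 4 at least 2-fold lower, among 413 genes.

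With FPKM as deposited, 2 genes differed in all, 1 at least 2-fold higher, 1 at least 2-fold lower, 1 at least 4-fold higher and 1 at least 4-fold lower, in limma, where 109 had an unadjusted p under 0.05. After quantile normalization, 7 were at least 2-fold lower and 3 at least 4-fold lower. With missing values taken as 0, 7 genes differed in all, 5 at least 2-fold higher, 2 at least 2-fold lower, 5 at least 4-fold higher and 2 at least 4-fold lower; this sets genes hidden in assembled loci to 0 and is void for them. With library quality weights, 99 genes differed in all, 83 at least 2-fold higher, 14 at least 2-fold lower, 39 at least 4-fold higher and 1 at least 4-fold lower, and WTC replicate 1 had a weight of 0.294. At an unadjusted p under 0.004, 80 genes differed in all, 74 at least 2-fold higher, 6 at least 2-fold lower, 38 at least 4-fold higher and 1 at least 4-fold lower.

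With missing values left out, 2 were at least 4-fold lower. With assembled loci filled in, 5 were at least 2-fold lower and 5 at least 4-fold lower, over 4635 genes. In limma-voom, 127 genes differed in all, 105 at least 2-fold higher, 18 at least 2-fold lower, 71 at least 4-fold higher and 6 at least 4-fold lower. With 1 library left out at a time, the counts ranged from 0 to 53 genes in all (lowest without 2 g replicate 1, highest without WTC replicate 1), 0 to 44 at least 2-fold higher, 0 to 9 at least 2-fold lower, 0 to 33 at least 4-fold higher and 0 to 4 at least 4-fold lower. No gene passed without 2 g replicate 1 in limma, where 218 had an unadjusted p under 0.05. Fewer libraries entered those fits.

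The replicate block left 0 genes in all, and 0, 0, 0 and 0 past the fold limits, in limma, with 309 at an unadjusted p under 0.05. The numbers do not pair the libraries: deviations of libraries with the same number from their group means correlated at 0.0924, 0.0201 and -0.102, and nothing in the paper links them.

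Of the gene sets, plasmid A, the pks4 cluster, the phycobilisome genes and the NAD(P)H-quinone oxidoreductase genes kept the direction of their median in all settings run. Medians with another direction came for plasmid B after quantile normalization (-0.0455), for plasmid C with a pseudocount of 0.1 (-0.0032), FPKM as deposited (-0.18), quantile normalization (-0.23), quality weights (-0.0035) and limma-voom (-0.0744), for plasmid D with a mean FPKM of at least 10 (1.54, fewer genes being tested), for plasmid E with missing values taken as 0 (0.95) and assembled loci filled in (0.33), and for ribosomal protein genes with missing values taken as 0 (0.0124). Taking missing values as 0 is void for set members that assembled loci cover. With 1 library left out at a time, the median of plasmid C ranged from -0.0873 to 0.0590. The cause was not tested.

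With other set tests, the medians stay and the call can change: plasmid B (0.23) and the pks4 cluster (1.58) passed in fry, and plasmid D (-0.48), the pks4 cluster and the NAD(P)H-quinone oxidoreductase genes (-0.86) passed with the preset correlation, which lies below the correlation of 0.637 estimated for the pks4 genes. Against RT-qPCR, r was 0.939 over 4 genes and passed with more genes: 0.668 over 10 with missing values taken as 0, which is void for the genes so added, 0.942 over 7 with missing values left out and 0.976 over 10 with assembled loci filled in. With 1 library left out at a time it was 0.913 to 0.968.

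The 50 tested genes under the rule for genes to name had 918 values under the alternatives. Of these values, 696 kept their direction and their side of the threshold, 182 lost the threshold, 40 passed it newly and 0 changed direction. Replicate block aside, the losses were most common without 2 g replicate 1. Depth limits the low genes: at a median of 3.00 implied reads per gene in WTC replicate 1, many genes there were listed at 0.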

Differences from the paper's values

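The tests of genes named by no library, which use assembled loci filled in, and limma-voom were chosen only after the results were seen.

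The counts of the paper come from Cuffdiff, with 3935 loci tested in the authors' deposited table, and those here from limma over 1923 genes. Only 96 of the 177 genes of Table S2 and 52 of the 121 of Table S3 could be tested here. Folds here are on the log2(FPKM + 1) scale, which understates those of low genes. The counts are therefore not of like sets or measures. The paper's count of regulated genes is 421, against 41 here. Its count at least 2-fold higher is 177, against 39, and at least 2-fold lower 121, against 2. Its count at least 4-fold higher is 85, against 30, and at least 4-fold lower 11, against 1. None of the alternatives set before the data were examined reached any of these counts: for all of them, each count of the paper stayed more than 1.5 times that found here. Closest to the paper's 85 was limma-voom with 71, within 1.5 times of it, chosen after seeing the values, which drops 1 of the genes of Table S2 called here and leaves 15 of its 96 tested genes and 35 of the 52 of Table S3 uncalled. The authors' deposited table has 426 loci with q under 0.05, 177 of them at least 2-fold higher, 118 at least 2-fold lower, 88 at least 4-fold higher and 13 at least 4-fold lower.

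Of the genes listed in Tables S2 and S3, 32 and 1 passed here. Settings that called further ones, given for Table S2 and then Table S3, were library quality weights (31 and 7), an unadjusted p under 0.004 (21 and 2), the fit without WTC replicate 1 (9 and 2), a mean FPKM of at least 10 (4 and 3), quantile normalization (0 and 3), a pseudocount of 10 (2 and 0), missing values taken as 0 (1 and 0), and the fits without WTC replicate 2 (1 and 0) and without 2 g replicate 2 (1 and 0). Chosen after seeing the values were limma-voom (50 and 16), assembled loci filled in (4 and 0) and missing values left out (6 and 1). With assembled loci filled in, Npun_R1710 and Npun_R1711 passed as well. Their filled-in log2 fold changes, 5.80 and 5.39, lay above the 3.91 and 4.55 of the authors' deposited table.

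The paper's box plot has a median log10 FPKM of about 1.6 for WTC and about 1.7 for the 2 g strain in Fig. 1b, read by eye, and the means of the medians per library here are 0.438 ± 0.262 (SD, n = 3) and 0.459 ± 0.0855 (SD, n = 3). The values here are the FPKM of single libraries over named genes above 0, and the figure's are over the loci of the merged comparison. The choice of loci is not the whole difference, since genes alone in their locus also had higher FPKM in the authors' deposited table. For Npun_F0518 it gives 2237 in WTC, against 42.1, 222 and 240 in WTC replicates 1, 2 and 3. For Npun_R2514 it gives 128 in the 2 g strain, against 3.63, 6.75 and 10.5 in 2 g replicates 1, 2 and 3. The cause was not tested. With any 1 library left out the medians here still differed from those of the figure. The other alternatives do not act on this measure.

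The paper states that FPKM were alike between replicates, for the normalized FPKM of its Fig. 1b. Those are over the loci of the merged comparison. The single-library FPKM here are an unlike measure and do not test that statement. In the single-library files, the median log10 FPKM of WTC replicate 1, 0.139, lay below those of WTC replicates 2 and 3, 0.550 and 0.625, before scaling. After median-ratio scaling the median FPKM of the tested genes in WTC replicates 1, 2 and 3 was 2.25, 2.55 and 2.66, which this scaling brings together by construction. Of the tested genes, 341, 100 and 67 were listed at 0 in these libraries.

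The paper states that the gene for MvdD, Npun_F2190, did not rise. Here it had a log2 fold change of 2.01 (standard error 0.339, adjusted p = 0.0380 from limma with Benjamini-Hochberg adjustment), lost without WTC replicate 2 (adjusted p = 0.133), WTC replicate 3 (0.155), 2 g replicate 1 (0.170), 2 g replicate 2 (0.132) or 2 g replicate 3 (0.135). In the authors' deposited table it rose 8.10-fold with q = 0.0773, so it did not pass there.

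The paper states that nosB and the genes downstream in that locus did not rise. Here Npun_F2185 had a log2 fold change of 1.94 (standard error 0.310, adjusted p = 0.0359 from limma with Benjamini-Hochberg adjustment), lost without WTC replicate 2 (adjusted p = 0.112), WTC replicate 3 (0.116), 2 g replicate 1 (0.165), 2 g replicate 2 (0.102) or 2 g replicate 3 (0.128), and Npun_F2186 and Npun_F2187 were higher in each 2 g library than in each WTC library without passing the threshold. In the authors' deposited table Npun_F2185 rose 7.18-fold (q = 0.243) and Npun_F2186 2.16-fold (q = 0.0827), so neither passed there. Npun_F2187 (1.82-fold) and Npun_F2188 (6.75-fold) have no test in that table. Npun_F2182 shares its locus with Npun_F2181, in the libraries as in the authors' deposited table, where both have the same fold of 5.84. The paper also states that the transporter gene Npun_F2193 did not rise; here its FPKM was 0, 0.699 and 0.317 in WTC replicates 1, 2 and 3 and 1.52, 1.32 and 1.13 in 2 g replicates 1, 2 and 3, below the FPKM needed for a test, and the authors' deposited table has 6.08-fold without a test.

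The paper places Npun_F3786 downstream of Npun_F3787. In the files Npun_F3786 ends at 4782345 and Npun_F3787 starts at 4782466, both on the forward strand by their names.

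The paper ranks Npun_R5600 second among the rises, after Npun_R1332. Npun_R1332 also had the largest log2 fold change here among genes past the threshold, but Npun_F0469 (3.61), Npun_R5976 (3.56), Npun_BF041 (3.20), Npun_R6614 (3.19) and Npun_F6242 (3.09) lay above Npun_R5600 (3.05) on the log2(FPKM + 1) scale. Npun_F4819, which the paper ranks next, could not be tested by name, and its log2 fold change with assembled loci filled in was 4.90. By the ratio of mean scaled FPKM, among the 39 genes past the threshold with FPKM above 0 in both strains, Npun_R5600 (20.9) came next after Npun_R1332 (58.5), above Npun_R5976 (17.8), Npun_F0469 (10.6), Npun_BF041 (10.3), Npun_R6614 (9.71) and Npun_F6242 (9.26). This rank rests on WTC replicate 1, where Npun_R5600 is listed at 0: without that library the ratio was 13.9, below Npun_F2189 (14.4). Npun_R3440 (17.1) also lay above Npun_R5600 then, but it is not among the 39 genes. Of the folds in Table 1, 39 could be compared, as ratios of mean scaled FPKM, and none differed from the paper's by both more than 1.5 times and more than its spread with all libraries. Under alternatives some did: without WTC replicate 1 Npun_BF041 (13.1, the paper's 8.08), Npun_F0469 (7.94, the paper's 15.00), Npun_R1332 (120.0, the paper's 63.53), Npun_R3426 (7.79, the paper's 4.12), Npun_R3440 (17.1, the paper's 5.43) and Npun_R5600 (13.9, the paper's 21.84), without WTC replicate 2 Npun_F6242 (16.2, the paper's 8.39), without WTC replicate 3 Npun_F2189 (18.6, the paper's 10.56), without 2 g replicate 2 Npun_F0469 (7.96, the paper's 15.00) and Npun_R6442 (2.51, the paper's 6.10), without 2 g replicate 3 Npun_R3432 (7.23, the paper's 3.89), and with FPKM as deposited Npun_F0469 (6.55, the paper's 15.00) and Npun_R5600 (10.7, the paper's 21.84).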

Other observations

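The fits without WTC replicate 1, with a mean FPKM of at least 10 and after quantile normalization were set in advance; their use as tests here, and the other tests of this part, were chosen only after the results were seen.

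The 6 libraries can be split into 3 and 3 in 10 ways, so chance cannot be excluded at a share under 0.05 for any count or set. A result as large as that of the real split came, the real one included, in 1 split for the number of genes that differed, in 1 and 1 for those at least 2-fold higher and lower, and in 1 and 2 for those at least 4-fold higher and lower. A set p as small came in 10 splits for plasmid A, 1 for plasmid B, 4 for plasmid C, 1 for plasmid D, 3 for plasmid E, 1 for the pks4 cluster, 2 for the NAD(P)H-quinone oxidoreductase genes, 2 for the phycobilisome genes and 2 for the ribosomal protein genes.

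Most genes past the threshold were higher in the 2 g strain. Low depth of WTC replicate 1 as the whole cause is argued against by the fit without that library, in which 83.0% were higher. Among genes with a mean FPKM of at least 10, 86.2% of those past the threshold were higher. That mean is over both strains, so genes with 1 group near the floor stay in. An example is Npun_R1332, with FPKM of 0.626, 0.486 and 0.897 in WTC replicates 1, 2 and 3. Values near the floor of the log2(FPKM + 1) scale thus stay open as a cause. The scaling between libraries as the whole cause is argued against by quantile normalization, with 81.1%. With FPKM as deposited 2 genes passed, 1 higher and 1 lower, too few to decide. Among genes with an unadjusted p under 0.05, however, 45.2% were higher after quantile normalization, against 72.5% with FPKM as deposited, so these values do not decide whether the excess of rises among them comes from the scaling. A response of the 2 g strain stays among the open explanations for the genes past the threshold.

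Genes of the pks4, nos and mvd loci that the paper does not list were higher here like those it lists. The 8 tested genes not listed had a median of 11.3 implied reads in the 2 g libraries, against 54.3 for the 20 listed (two-sided permutation test, p = 6.6e-04). Too few reads for a call by the authors' test is therefore a candidate explanation. Their median log2 fold change was 1.30 against 1.65, a difference of 0.350 (permutation p = 0.252), which leaves a separate regulation open. Genes of a locus are not independent replicates.

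In the authors' deposited table, the log2 fold changes of the 2 g strain and of the further strain against the control had a Pearson's r of 0.699 and a Spearman's rho of 0.637 across 3690 loci, which are not independent replicates. Both comparisons use the same control, and in 100 simulated draws without any effect a shared control alone gave an r of 0.501, so a shared control and a common response cannot be told apart from these values, the spread within the groups not being known for that table. Of the genes in Table S2, 167 of 173 had the same direction in the further strain, as did 115 of 119 of those in Table S3. With q under 0.05 in the further strain as well, the numbers were 100 of 173 and 75 of 119. The genes were chosen for their change against the same control, so these counts do not separate a common response from the shared control.

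In WTC replicate 2, the FPKM that 1 read gives, corrected for gene length, varied between genes: the interquartile range of the implied total was 13.0% of its median, against 0.299% to 0.318% in the other libraries. Counting error of the recovered reads is argued against by these narrower ranges at like read numbers. It was also the only library with assembled names that repeat (347 of them). Another setting of the assembly or a correction applied to this library alone remains open. No biological explanation was tested.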
